# Effects of 1α,25 dihydroxyvitamin D3 and testosterone on miRNA and mRNA expression in LNCaP cells

**DOI:** 10.1186/1476-4598-10-58

**Published:** 2011-05-18

**Authors:** Wei-Lin W Wang, Namita Chatterjee, Sridar V Chittur, JoEllen Welsh, Martin P Tenniswood

## Abstract

**Background:**

There is evidence from epidemiological and *in vitro *studies that the biological effects of testosterone (T) on cell cycle and survival are modulated by 1,25-dihydroxyvitamin D_3 _(1,25(OH)_2_D_3_) in prostate cancer. To investigate the cross talk between androgen- and vitamin D-mediated intracellular signaling pathways, the individual and combined effects of T and 1,25(OH)_2_D_3 _on global gene expression in LNCaP prostate cancer cells were assessed.

**Results:**

Stringent statistical analysis identifies a cohort of genes that lack one or both androgen response elements (AREs) or vitamin D response elements (VDREs) in their promoters, which are nevertheless differentially regulated by both steroids (either additively or synergistically). This suggests that mechanisms in addition to VDR- and AR-mediated transcription are responsible for the modulation of gene expression. Microarray analysis shows that fifteen miRNAs are also differentially regulated by 1,25(OH)_2_D_3 _and T. Among these miR-22, miR-29ab, miR-134, miR-1207-5p and miR-371-5p are up regulated, while miR-17 and miR-20a, members of the miR-17/92 cluster are down regulated. A number of genes implicated in cell cycle progression, lipid synthesis and accumulation and calcium homeostasis are among the mRNA targets of these miRNAs. Thus, in addition to their well characterized effects on transcription, mediated by either or both cognate nuclear receptors, 1,25(OH)_2_D_3 _and T regulate the steady state mRNA levels by modulating miRNA-mediated mRNA degradation, generating attenuation feedback loops that result in global changes in mRNA and protein levels. Changes in genes involved in calcium homeostasis may have specific clinical importance since the second messenger Ca^2+ ^is known to modulate various cellular processes, including cell proliferation, cell death and cell motility, which affects prostate cancer tumor progression and responsiveness to therapy.

**Conclusions:**

These data indicate that these two hormones combine to drive a differentiated phenotype, and reinforce the idea that the age dependent decline in both hormones results in the de-differentiation of prostate tumor cells, which results in increased proliferation, motility and invasion common to aggressive tumors. These studies also reinforce the potential importance of miRNAs in prostate cancer progression and therapeutic outcomes.

## Background

Prostate cancer is the most commonly diagnosed non-cutaneous cancer in American males and is the second leading cause of cancer-related deaths in males in North America [1]. Androgens, including testosterone (T) and its active metabolite 5α-dihydrotestosterone (5α-DHT), are important for the development and growth of early stage prostate tumors and exert their effects via androgen receptor (AR) [2-4]. Androgen ablation has been one of the mainstays for the treatment of early stage, organ-confined prostate cancer along with surgery and radiation therapy.

Several epidemiological studies have suggested that adequate levels of vitamin D are critical for the prevention of various solid tumors, including breast, ovarian and colon cancers [5,6]. The risk of developing and dying of these cancers appears to be inversely correlated with sun exposure, and/or vitamin D status, suggesting that vitamin D has chemopreventive properties [7]. Some studies have also suggested that vitamin D may play a role in prostate cancer prevention [8,9], but the data are less convincing than in other tumors and several recent meta-analyses have found weak or no associations between serum 25-hydroxyvitamin D_3 _(25(OH)_2_D_3_) levels and tumor incidence and progression [10-13]. In addition, the effects of 1,25(OH)_2_D_3 _on tumor growth in the TRAMP, LPB-Tag transgenic and Nkx3.1;PTEN mutant mouse models of prostate cancer have produced conflicting results [14-16]. However, a variety of *in vitro *studies demonstrate that 1,25(OH)_2_D_3 _or its non-calcemic analogs (EB1089; CB 1093; Gemini analogs) induce apoptosis in a variety of prostate cancer cell lines including LNCaP, LNCaP C4-2, ALVA-3, LAPC-4, DU-145 and PC-3 [17-20]. These effects appear to occur through a combination of G_0_/G_1 _cell cycle arrest, apoptosis, differentiation and inhibition of angiogenesis [21-25]. In contrast, other studies have shown that 1,25(OH)_2_D_3 _induces cell cycle arrest but not apoptosis [26-28]. These disparate effects of 1,25(OH)_2_D_3 _on prostate tumor biology appear to be dictated predominantly by the androgen status of the mice [16] or the level of androgen in the culture medium [17,29], suggesting that in prostate cancer, there may be significant cross talk between androgen-mediated growth and vitamin D_3_-mediated cell cycle arrest and differentiation which may influence tumor initiation and progression, and impact tumor growth and affect subsequent therapeutic intervention [17].

MicroRNAs (miRNAs) are a class of small non-coding, single-stranded RNAs that post-transcriptionally modulate the steady state levels of mRNA by targeting the 3' untranslated regions (3'UTR) of mRNAs. Recent studies have found that aberrant miRNA expression is closely associated with prostate cancer initiation and progression [30,31]. Several miRNAs that possess either oncogenic (miR-221/222, miR-21, miR-125b) [32-36] or tumor suppressor roles (miR-34 cluster, miR-146a, miR-200c) [37,38] have been identified in prostate cancer and some of these are associated with the castration resistant phenotype [34], or hormone-independent growth of prostate cancer [33]. Neither the effect of 1,25(OH)_2_D_3 _on miRNA levels in prostate cancer cell lines, nor the interaction with androgen signaling to modulate mRNA and miRNA transcription have been investigated. However, the importance of a regulatory loop involving miR-106b and p21 mRNA which is modulated by 1,25(OH)_2_D_3 _in non malignant prostate cells has recently been described [39]. The experiments described in this manuscript examine effects of testosterone and 1,25(OH)_2_D_3_, administered alone or in combination, on the mRNA and miRNA expression in LNCaP cells and demonstrate that cross talk between VDR- and AR-mediated signaling significantly influences the biology of prostate cancer cells. Using concurrent microarray analyses in LNCaP cells of both miRNA and mRNA, we have found that androgen-mediated transcription of both mRNA and miRNA is enhanced by 1,25(OH)_2_D_3_, either additively or synergistically, highlighting the extensive cross talk between the two receptors. Many of the gene targets of T and 1,25(OH)_2_D_3 _have significant clinical relevance. The data demonstrate that while androgens may play a central role in the development of prostate cancer, declining T levels common in older patients may play a significant role in tumor progression, particularly in patients who are also vitamin D deficient.

## Results

### Biological Response of LNCaP cells to T and 1,25(OH)_2_D_3_

1,25(OH)_2_D_3 _has variously been reported to induce G_0_/G_1 _cell cycle arrest or apoptosis in androgen-responsive LNCaP cells and other cell lines. In our hands, 100 nM 1,25(OH)_2_D_3 _and 5 nM T alone reduce growth of LNCaP cells as measured by crystal violet staining (Figure 1A). This correlates to the induction of G_0_/G_1 _cell cycle arrest in LNCaP cells (Figure 1B) with no evidence of apoptosis (Figure 1C). The combination of T and 1,25(OH)_2_D_3 _attenuates cell growth to a greater extent than either treatment alone (Figure 1A), which correlates to the nearly synchronous arrest of the cell populations in the G_0_/G_1 _phase of the cell cycle (Figure 1B). There was no evidence of cell death in LNCaP cells after treatment with 1,25(OH)_2_D_3 _alone or in combination with T, as monitored by changes in the sub G_0 _population after staining with propidium iodide (not shown) or DNA fragmentation as measured by Apo-BrdU (Figure 1C). The lack of apoptosis in these cells is not due to defects in the apoptotic machinery, since bicalutamide induces apoptosis in LNCaP cells both in the absence and presence of T and 1,25(OH)_2_D_3 _(Figure 1C). The effects of T and 1,25(OH)_2_D_3 _on these parameters have been characterized at earlier and later time points with similar results (results not shown). These data demonstrate that AR- and VDR-mediated intracellular signaling pathways cooperate to modulate cell cycle kinetics in prostate cancer cells and attenuate their growth and proliferation without directly affecting apoptosis. They also demonstrate that the combination of T and 1,25(OH)_2_D_3 _does not block the sensitivity of the cells to bicalutamide.

**Figure 1:**
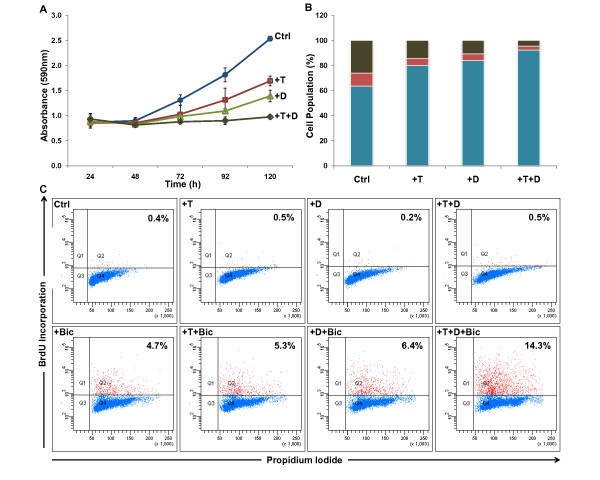
**The effect of T and 1,25(OH)_2_D_3 _alone and in combination on LNCaP cells**. LNCaP cells were plated as described in Material and Methods, and treated with 5 nM T and 100 nM 1,25(OH)_2_D_3 _alone or in combination for the indicated times (Panel A) or 48 h (panels B and C). *Panel A*: changes in cell number were measured by crystal violet; *Panel B*: cell cycle kinetics were measured by flow cytometry using propidium iodide staining (Blue:G_0_/G_1 _phase, Red: S phase; Black G_2_/M); *Panel C*: Cell death was monitored by flow cytometry of Apo-BrdU incorporation as described in Experimental Procedures [(Apoptotic cells shown upper right quadrant (Q2)]. LNCaP cells were also treated with bicalutamide in the absence and presence of T and 1,25(OH)_2_D_3 _for 48 h.

### Effect of T and 1,25(OH)_2_D_3 _on gene expression in LNCaP cells

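LNCaP is a prostate cancer cell line that expresses both AR and VDR. Gene expression was measured on 12 one-colour NimbleGen HG18 arrays, 3 for each of 4 groups: control cells and cells treated for 48 h with 5 nM T, with 100 nM 1,25(OH)2D3 or with both. Replicates 1, 2 and 3 of each group came from cells at passage 15, 16 and 17. The arrays lay on 3 slides of 4 arrays each. Slide 1 held the 3 arrays labelled control and T replicate 1, slide 2 held T replicates 2 and 3 with 1,25(OH)2D3 replicates 1 and 2, and slide 3 held 1,25(OH)2D3 replicate 3 with the 3 arrays labelled with the combination. By these labels no slide held both control and combination arrays. The authors labelled cDNA with Cy3, scanned the arrays, extracted the signal with NimbleScan and normalized it by RMA, which corrects the background, equalizes the distributions of the probes between arrays and summarises the probes of each transcript. The deposited values are intensities on a linear scale for 24000 transcripts, of which 23999 had 3 probes. Median intensity was 943 to 1024 over the arrays, with a highest value of 64602.5, and the number of arrays limits the precision. From these values, log2 intensities were taken. Transcripts below the 20th percentile on all 12 arrays were left out, as in the study's methods, which left 20624. The transcript with the highest mean was kept for each gene, which gave 18151 genes. Groups were compared with limma at a Benjamini-Hochberg adjusted p of 0.05 and a 1.5-fold change.

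The labels of the arrays were checked with CYP24A1, which encodes the enzyme that inactivates 1,25(OH)2D3 and is the classical VDR target gene. Its transcript NM_000782 is placed by the files on chromosome 20 of HG18 from 52203394 to 52223931. Its log2 intensity was 11.64 or more on 6 arrays and 5.08 or less on the other 6, and every labelled group held arrays of both kinds. Among the arrays labelled control it was 4.38, 5.08 and 12.28 for replicates 1, 2 and 3. Among those labelled T it was 12.29, 4.58 and 3.73. For the label 1,25(OH)2D3 the values were 12.09, 12.02 and 4.29, and for the combination 4.96, 11.64 and 11.84. TRPV6, an epithelial calcium channel that is also a VDR target, had log2 intensities of 12.96 to 14.84 over the arrays, and 12.96 to 14.84 among those labelled control. GAPDH, a glycolytic enzyme used as a reference, ranged from 15.48 to 15.92 over all arrays, which is so near the highest value measured that its narrow range says little. The values of CYP24A1 thus go against the labels of some arrays, and groups are named below as the arrays labelled control, T, 1,25(OH)2D3 or the combination, so that each direction drawn between groups rests on those labels. RT-qPCR in the paper (Figure 3), on independent samples, has CYP24A1 strongly induced by 1,25(OH)2D3 and hardly changed by T, which does not settle the labels of the arrays.

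**Figure D1:**
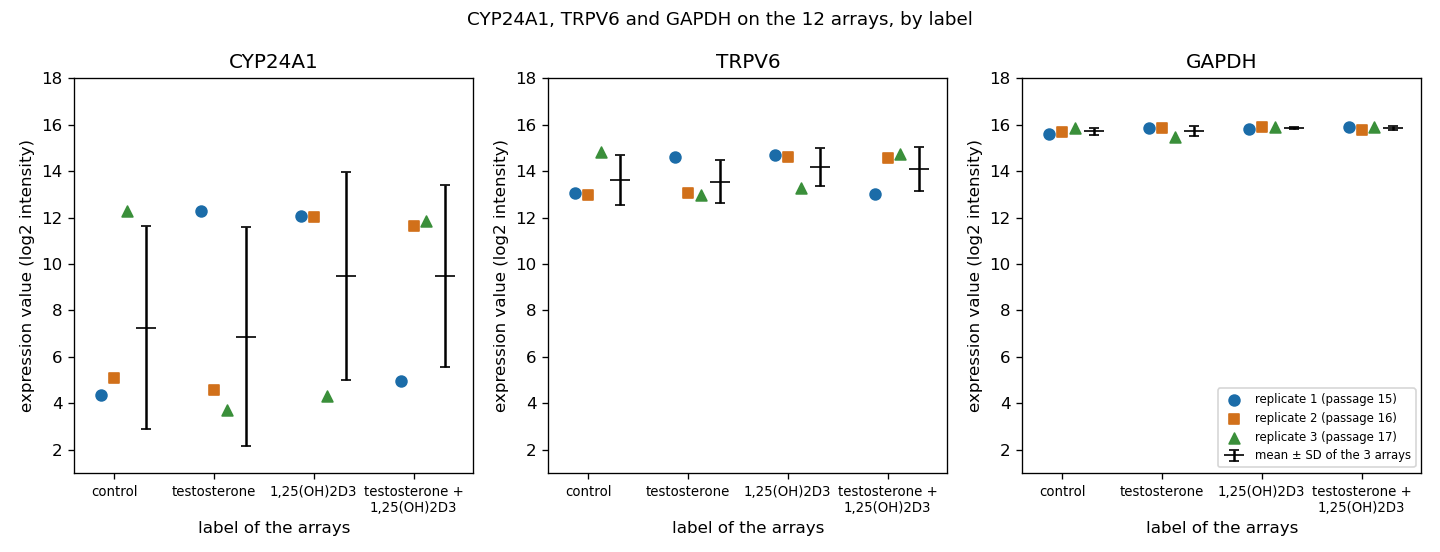
Log2 intensity (vertical axes) of CYP24A1, TRPV6 and GAPDH on each of the 12 arrays, by the label of the array (horizontal axes). Points are single arrays and bars are the mean and SD of the 3 arrays of a label. CYP24A1 was 11.64 or higher on 6 arrays and 5.08 or lower on 6, with both kinds in every labelled group.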

Total RNA samples obtained from LNCaP cells treated for 48 h with 5 nM T and 100 nM 1,25(OH)_2_D_3 _alone or in combination were interrogated with Nimblegen-HG18-4plex whole genome microarrays. Gene expression profiles were clustered based on gene entities and treatment conditions. 

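The 12 arrays did not group by their labels. Average-linkage clustering of the gene-centred log2 intensities gave 2 clusters of 6 arrays, and each of the 4 labelled groups was divided between them. One cluster held control replicate 3, T replicate 1, 1,25(OH)2D3 replicates 1 and 2 and combination replicates 2 and 3, which are the 6 arrays with the higher CYP24A1. Genes of mitosis, such as the cyclins and the kinetochore proteins, were the list with the widest range between arrays, with a mean gene-centred log2 intensity of −1.33 to 1.04 per array. The means of the 4 labelled groups for these genes lay within 0.602 of each other, and the SD within a label reached 1.19 (n = 3 arrays). For NF-kappaB and cytokine genes the label means lay within 0.802 and the SD within a label reached 0.891 (n = 3 arrays). Across genes, which are not independent replicates, the median correlation was −0.169 over the 12 pairs of arrays that shared a label and −0.0631 over the other 54 pairs. It was 0.0372 over the 18 pairs on one slide and −0.186 over the 18 pairs of one passage. The first principal component held 41.1% of the variance and the second 17.3%. On the second, the 4 arrays of slide 3 had values from −29.6 to −17.8 and the other 8 arrays were at 1.54 or above. Divided into 4 clusters, by average or complete linkage, the arrays also left no labelled group in 1 cluster. Without combination replicate 1, which parts from the other 2 arrays of its label, 1 labelled group was whole. Arrays of a label were whole in 1 group also without passage 15 and without passage 17.

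**Figure D2:**
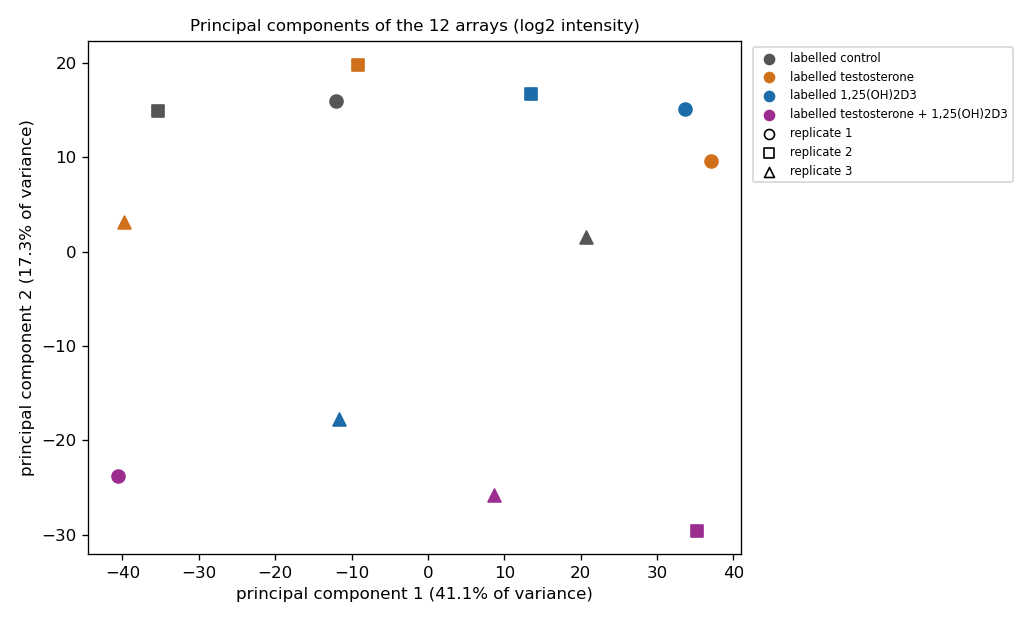
First (horizontal) and second (vertical) principal components of the log2 intensities of the 12 arrays, coloured by label, with a symbol for each replicate number. Arrays of one label are spread along the first component, from −40.6 to 35.2 for the 3 arrays labelled with the combination.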

Treatment with T or 1,25(OH)_2_D_3 _alone and in combination shows distinct expression patterns that are tightly clustered by their treatment groups (Figure 2A). After filtering for the number of positive probes per gene, statistical analysis on the microarray array data with 1.5 fold cut-off generates a gene list that contains 1127 gene entities that are modulated by either T (326) or 1,25(OH)_2_D_3 _(825) or both additively (280) in LNCaP cells. 

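No gene passed the test between the arrays labelled T and those labelled control, or between the arrays labelled 1,25(OH)2D3 and those labelled control. CYP24A1 had a log2 fold change of −0.38 (standard error 3.12, adjusted p = 1.00 from limma) for the label T and of 2.22 (standard error 3.12, adjusted p = 0.923 from limma) for the label 1,25(OH)2D3. KLK3, which encodes PSA and is induced by androgens, had a log2 fold change of −0.14 (standard error 0.11) for the label T, and TMPRSS2, another androgen-responsive gene, one of −0.06 (standard error 0.29). KCNMB4, a regulatory subunit of calcium-activated potassium channels, had a log2 fold change of 1.23 (standard error 0.99, adjusted p = 0.893 from limma) for the label 1,25(OH)2D3. The annexin gene ANXA2 had one of 1.51 (standard error 1.51) for the same label, with log2 intensities of 7.33 to 12.05 over the 12 arrays.

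Of the 1133 entries of Additional file 6, 1124 matched a tested gene. The study chose these genes on the same samples, so that their direction is not independent evidence. In the arrays labelled T, 866 of them (77.0%) had the sign of the paper's T column against control, and in the arrays labelled 1,25(OH)2D3 1102 (98.0%) had the sign of its 1,25(OH)2D3 column, but none was past the threshold in either comparison. The match was not specific to the label, since the arrays labelled 1,25(OH)2D3 had the sign of the paper's combination column for 98.2% and of its T column for 93.4%, and those labelled T the sign of the combination column for 77.8% and of the 1,25(OH)2D3 column for 77.6%. Their median SD between arrays of one label was 0.567 on the log2 scale, against 0.215 for the 17027 other genes tested. By limma 0 genes were called for the label T, with 642 at an unadjusted p under 0.05, and 0 for the label 1,25(OH)2D3, with 1106. A one-way ANOVA over the 4 groups, the test named in the study's methods, also called 0 genes in each comparison. Calls made for both labels numbered 0. The log2 fold changes of the 2 comparisons correlated across genes with r = 0.669, and simulated unchanged groups that shared the control arrays gave r = 0.483. The covariances were nearly equal, at 0.0390 observed and 0.0374 simulated. The simulation gave all groups the spread of each gene pooled over the 4 labels, while the part due to shared controls depends on the spread of the control arrays alone. The simulation also drew the spread of each gene independently, unlike the real arrays. The values therefore cannot decide whether the 2 comparisons are alike beyond the shared controls. With the slide as a block both counts remained 0, and without control replicate 3 the count for the label 1,25(OH)2D3 was 1.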

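Over the 4 labelled groups no gene passed the omnibus test. Against the label T, arrays labelled with the combination had 3 lower genes. CLCNKA, a chloride channel of the kidney, had a log2 fold change of −1.64 (standard error 0.20, adjusted p = 0.0493 from limma), and its log2 intensity was 7.23 ± 0.11 (SD, n = 3 arrays) for the label T and 5.59 ± 0.18 (SD, n = 3) for the combination. The 3 combination arrays lay under their 20th percentile, the level of the study's filter, so that CLCNKA was at least 2.60-fold lower. TEX44, listed in the files as MGC35154 and named for its expression in testis, had a log2 fold change of −1.51 (standard error 0.19, adjusted p = 0.0493 from limma), with 2 of the 3 combination arrays under that percentile. LOC401957, a predicted transcript on chromosome 1, had one of −1.04 (standard error 0.11, adjusted p = 0.0445 from limma). CLCNKA and TEX44 fall outside the rule for named genes and were chosen after their values were seen. The moderated F test of limma called 0 genes with 1474 at an unadjusted p under 0.05 and a smallest adjusted p of 0.0729, and the test in the study's methods, on its own, called 0 with 1427 at an unadjusted p under 0.05, of which 472 had a 1.5-fold change in a comparison against control. Between the combination and 1,25(OH)2D3 limma called 0 genes, with 1323 at an unadjusted p under 0.05, and the study's test 0. The 3 calls against T were 0 by the study's test and 0 with the replicate number as a block, which leaves the log2 fold changes as they are since each passage is in every group, with standard errors of 0.20 for CLCNKA, 0.21 for TEX44 and 0.12 for LOC401957. They were also 0 with the slide as a block, where the log2 fold changes were −1.02 for CLCNKA (standard error 0.33), −1.39 for TEX44 (standard error 0.35) and −0.79 for LOC401957 (standard error 0.21). Without 1,25(OH)2D3 replicate 3 the counts were 7 for the omnibus test, 33 against T and 53 against 1,25(OH)2D3. Without any 1 of the 3 arrays labelled T, combination replicate 2 or 3, control replicate 1 or 2, or 1,25(OH)2D3 replicate 1 or 2, the count against T was 0. It was 1 without combination replicate 1 and 4 without control replicate 3.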

Omnibus testing demonstrates that the effect of T and D on the expression of these genes is highly significant (p < 0.0001). Many of the 825 genes regulated by 1,25(OH)_2_D_3_, identified in this array have been identified as vitamin D responsive genes in other studies [40-42]. Approximately 65% of T modulated genes (202 of 326) has been previously reported to be responsive to androgens (T, 5α-dihydrotestosterone or R1881) in other *in vitro *systems (Androgen Responsive Gene Database: http://argdb.fudan.edu.cn). Thus, addition of exogenous T to the medium of LNCaP cells identifies a significant new cohort of 124 mRNAs that are androgen responsive. Furthermore, T and 1,25(OH)_2_D_3 _also synergistically modulate 256 genes that are not significantly regulated by either hormone alone, and thus form a nonintersecting dataset (Figure 2B). These data suggest AR and VDR share many common gene targets and cooperate to regulate cellular processes in LNCaP cells.

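Against control, 6 genes passed the test in the arrays labelled with the combination and passed it for neither hormone alone. ELMO1, a regulator of Rac signaling and cell movement, was higher, and MB21D2, GZMK, GOLGA8G, AMOTL1 and LOC401957 were lower. GZMK encodes a granule protease of lymphocytes, GOLGA8G belongs to the golgin family, and AMOTL1 is a junctional protein of the angiomotin family. None of the 6 is in Additional file 6.

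ELMO1 lies on chromosome 7 of HG18 from 36860485 to 36991190. Its log2 intensity was 7.58 ± 0.22 (SD, n = 3 arrays) for the combination and 6.27 ± 0.14 (SD, n = 3) for the control, a log2 fold change of 1.31 (standard error 0.16, adjusted p = 0.0435 from limma). MB21D2, listed in the files as C3orf59, lies on chromosome 3 from 193997297 to 194118644. It went from 6.16 ± 0.16 (SD, n = 3) to 4.75 ± 0.10 (SD, n = 3), a difference of −1.41 on the log2 scale (standard error 0.14, adjusted p = 0.0139 from limma). All 3 arrays labelled with the combination, and all of those labelled T or 1,25(OH)2D3, had it under their 20th percentile, the level of the study's filter. Against that level MB21D2 was at least 1.24-fold lower in the combination, which is under the 1.5-fold threshold, and GZMK, under it on the 3 combination arrays, was at least 2.11-fold lower. Each of the other 4 had an adjusted p of 0.0435 from limma, with log2 fold changes of −1.56 for GZMK (standard error 0.21), −1.38 for GOLGA8G (standard error 0.17), −1.26 for AMOTL1 (standard error 0.16) and −0.86 for LOC401957 (standard error 0.11). The arrays labelled 1,25(OH)2D3 alone had a log2 fold change of 1.08 (standard error 0.16) for ELMO1 and of −1.09 (standard error 0.14) for MB21D2, without passing the threshold. By the interaction test, which asks whether the combination departs from the sum of the single effects on the log2 scale, limma called 0 genes, with 1081 at an unadjusted p under 0.05. LOC401957 had an interaction term of −1.13 (standard error 0.16, adjusted p = 0.166 from limma). On the linear scale GZMK and LOC401957 departed further from control than the sum of both single effects, and ELMO1, AMOTL1 and GOLGA8G did not. For MB21D2 this cannot be told, since its arrays outside the control were under the percentile.

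In the comparison of the combination with control 2372 genes had an unadjusted p under 0.05. With the replicate number as a block 2 of the 6 calls remained, ELMO1 and MB21D2, the latter with the limit given above. The log2 fold changes were the same with that block, since each passage is in every group. With the slide as a block none of the calls remained, with standard errors of 0.26 to 0.39. The log2 fold change was then nearer to 0 for 4 genes, at −0.83 for AMOTL1, −0.91 for GOLGA8G, −0.91 for GZMK and −0.51 for LOC401957, and further from it for ELMO1 (1.51) and MB21D2 (−1.77). The test in the study's methods called 0. The count was 0 without control replicate 1 or 2 or without any 1 of the combination arrays, 1 without T replicate 1 or 2 or 1,25(OH)2D3 replicate 1 or 2, 2 without T replicate 3 and 9 without 1,25(OH)2D3 replicate 3. From the genes changed by both hormones and those changed only by the combination, the paper proposes that AR and VDR share many gene targets and act together on cellular processes in these cells.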

**Figure 2:**
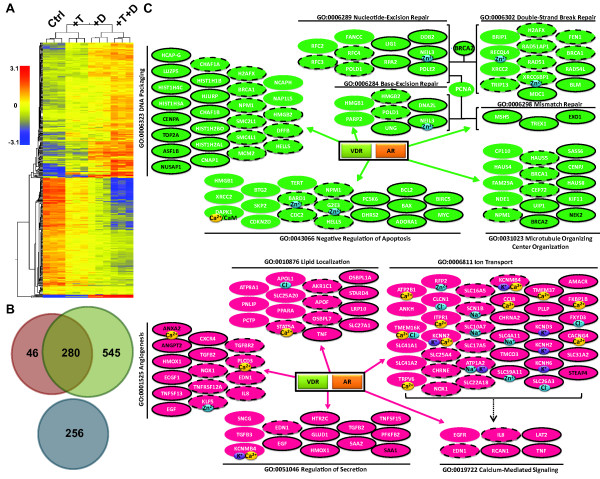
**The effect of T and 1,25(OH)_2_D_3 _on mRNA expression in LNCaP cells**. LNCaP cells were plated as described in Material and Methods, and treated with 5 nM T and 100 nM 1,25(OH)_2_D_3 _alone or in combination for 48 h. Total RNA was extracted and interrogated on Nimblegen-HG18-4plex arrays. Three independent replicates of each treatment were used for the analysis. *Panel A*: hierarchical clustering of the expression array data using the GeneSpring GX10 software. *Panel B*: Venn diagram analysis of the microarray data (Green: 1,25(OH)_2_D_3_-moduated, Orange: T-modulated, Blue: synergistically modulated genes by T and 1,25(OH)_2_D_3_. *Panel C*: Analysis of Selected Gene Ontologies Modulated by T and 1,25(OH)_2_D_3 _in LNCaP Cells. Functional annotation of each gene was assigned based on DAVID Bioinformatics Resources 2008 (NIAID). Magenta: gene up regulated by treatment; Green: down regulated by treatment; No shape outline: genes modulated by either T or 1,25(OH)_2_D_3_; dashed outline with white text: 1,25(OH)_2_D_3 _or T modulation is enhanced by the presence of T or 1,25(OH)_2_D_3 _respectively (synergy); solid outline with white text: additive effect of T and 1,25(OH)_2_D_3 _on mRNA levels; solid outline with black text: synergistic effect of T and 1,25(OH)_2_D_3 _on mRNA levels. Genes reported to be ion binding or ion channels are indicated (Ca^2+^: yellow, Cl^-^; blue, K^+^: purple, Na^+^: blue, Zn^2+^: blue).

Gene Set Enrichment Analysis using Pathways Studio and Gene Ontology analysis from DAVID Bioinformatics Resources (NIAID) were used to assess the significance of the interactions between T and 1,25(OH)_2_D_3 _in LNCaP cells. 

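The genes of cell division mostly had negative log2 fold changes between the arrays labelled T and those labelled control, smaller than the spread between arrays and with a sign that rested on T replicate 1, and none was called. All 34 measured genes of mitosis had a negative log2 fold change, with a median of −0.35. The kinetochore genes SPC24 (−0.57, standard error 0.78) and NUF2 (−0.51, standard error 0.77) and the securin gene PTTG1 (−0.55, standard error 0.76) were among those with the largest. Of 24 genes of chromosome segregation 20 were negative, with a median of −0.24, and ESCO2, which acetylates cohesin, had −0.59 (standard error 0.73). Of 22 kinesins and genes of microtubule movement 16 were negative, with a median of −0.17, and KIF11, the motor of spindle bipolarity, had −0.48 (standard error 0.72). For the anaphase-promoting complex and its substrates 17 of 20 were negative, with a median of −0.08. Without T replicate 1 the medians were positive, at 0.33 for mitosis, 0.25 for chromosome segregation, 0.23 for kinesins and 0.08 for the anaphase-promoting complex. The median for mitosis was −0.01 without control replicate 2, −0.69 without control replicate 3, −0.83 without T replicate 3 and −1.73 with the slide as a block. With that block T replicate 1 alone is set against control, since only slide 1 held both labels, and this array had a high CYP24A1. No member of these 4 lists was called, over all genes or when adjusted over the list alone. Camera of limma, with a preset correlation, gave adjusted p = 0.128 for mitosis, 0.312 for chromosome segregation, 0.809 for kinesins and 0.359 for the anaphase-promoting complex. The lists were fixed after the study's Additional file 6 had been read, and it holds 33 of the genes of mitosis, 19 of chromosome segregation, 13 of the kinesins and 7 of the anaphase list, so that they are not independent evidence.

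Of all 37 lists, the one called for the label T was that of NF-kappaB and cytokine genes, which was higher (adjusted p = 0.0295 from camera of limma, 17 of 19 genes positive, median log2 fold change 0.54). The call was lost with an estimated correlation (adjusted p = 0.962 with an estimated correlation). TNFAIP3, an inhibitor of NF-kappaB signaling, had 0.80 (standard error 0.62) and the adhesion molecule gene ICAM1 0.65 (standard error 0.41). The median of the list was 0.12 without T replicate 1, 0.20 without T replicate 2, 0.17 without control replicate 2 and 0.91 without T replicate 3. With the slide as a block, which sets only T replicate 1 against control, 19 lists were called, a count that decides nothing about T. Leaving out an array gave 0 lists without control replicate 2, 2 without T replicate 1 or 2, 11 without control replicate 3 and 15 without T replicate 3.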

As shown in Table 1, T alone significantly affects processes associated with cell division (particularly mitosis), microtubule based movement, chromosome segregation and progression through anaphase in LNCaP cells. 

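All 34 measured genes of mitosis and all 34 of DNA replication had negative log2 fold changes between the arrays labelled 1,25(OH)2D3 and those labelled control, with medians of −0.58 and −0.37, and 22 of 25 genes of calcium handling had positive ones, with a median of 0.35, but no single gene of them was called. ASPM, a spindle pole protein, had a log2 fold change of −0.97 (standard error 0.86), and the kinetochore genes SPC24 and SPC25 −0.94 (standard error 0.78) and −0.92 (standard error 0.85). Of the 24 genes of chromosome segregation 23 were negative (median −0.55), among them HJURP, a chaperone of the centromeric histone, at −0.85 (standard error 0.64). Among the kinesins 17 of 22 were negative (median −0.40), with KIF14, a motor of cytokinesis, at −0.95 (standard error 0.76). In the calcium list the calcium channel subunit CACNG4 had 0.63 (standard error 0.57) and CXCR4, a chemokine receptor that signals through calcium, 0.92 (standard error 0.72). Phosphoinositide signalling had 18 of 27 positive genes with a median of 0.11. Its largest change was that of TOP2A, a topoisomerase of dividing cells, at −0.80 (standard error 0.81), followed by ITPR2, a calcium release channel of the endoplasmic reticulum, at 0.75 (standard error 0.32), the related channel gene ITPR1 at 0.61 (standard error 0.59) and the phospholipase PLCG2 at 0.56 (standard error 0.15).

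By camera of limma, mitosis (adjusted p = 0.000443), DNA replication (0.000545) and chromosome segregation (0.00241) were lower and calcium handling (0.00328) was higher, while the kinesins (0.0918), the anaphase-promoting complex (0.177, 16 of 20 genes negative) and phosphoinositide signalling (0.268) did not pass. Each of these 4 calls was lost with an estimated correlation (adjusted p = 0.751 with an estimated correlation), and fry called no list. No member was called over all genes or when adjusted over the list alone. Additional file 6, which the study drew from these samples and which had been read before the lists were fixed, holds 30 of the genes of DNA replication, 15 of calcium handling and 7 of phosphoinositide signalling. In all, 15 of 37 lists were called, and 22 with the slide as a block. For mitosis and calcium handling the medians were −0.27 and 0.20 without control replicate 2, −0.92 and 0.44 without control replicate 3, and −0.23 and 0.22 without 1,25(OH)2D3 replicate 1, and with the slide as a block −2.96 and 1.14. No slide held arrays of both labels, so no difference within a slide can be given. With the block these labels were joined only through arrays labelled T, of which T replicate 1, on slide 1, had a high CYP24A1. The values with the block therefore decide nothing. The count of lists was 1 without 1,25(OH)2D3 replicate 1 and 2 without control replicate 2.

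**Figure D3:**
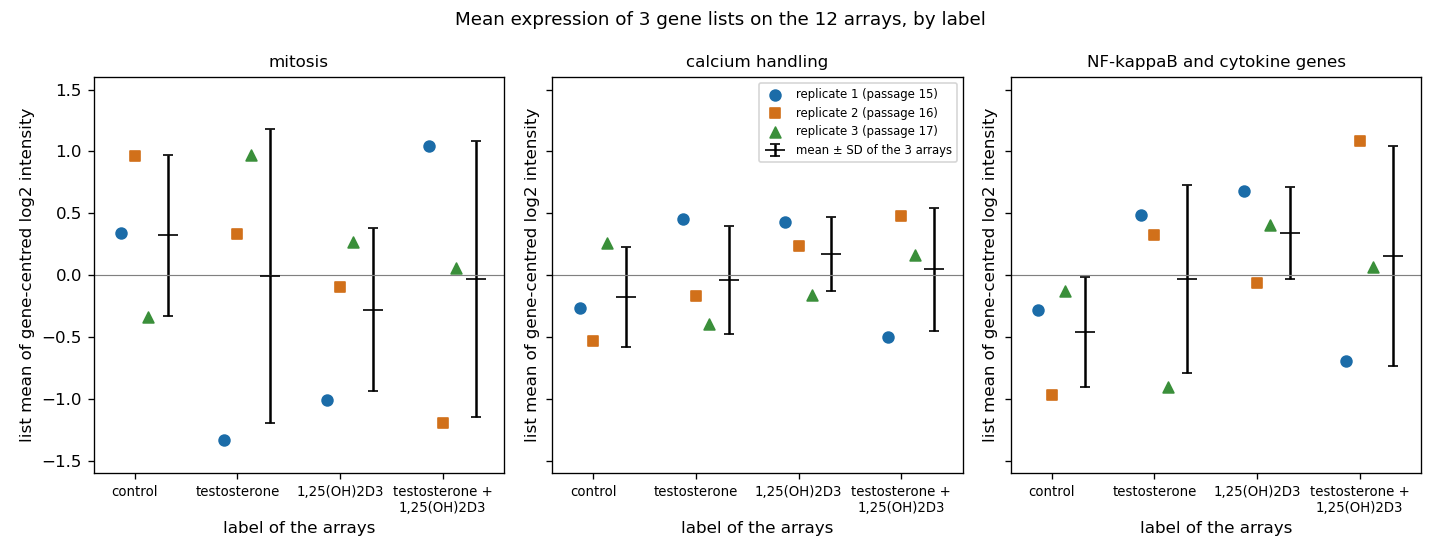
Mean gene-centred log2 intensity (vertical axes) of the genes of mitosis, of calcium handling and of NF-kappaB and cytokine genes on each of the 12 arrays, by the label of the array (horizontal axes), with the mean and SD of the 3 arrays of a label. For mitosis the arrays ranged from −1.33 to 1.04.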

1,25(OH)_2_D_3 _alone also significantly affects the expression of genes associated with these cellular processes, in addition to those involved in calcium ion homeostasis and phosphoinositide-mediated signaling. 

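Over all arrays the gene groups had median log2 fold changes against control nearer to 0 for the combination than for 1,25(OH)2D3, but this order rested on combination replicate 1 and on 1,25(OH)2D3 replicate 1. Without combination replicate 1 the median for the combination was −0.96 for mitosis, −0.72 for chromosome segregation, −0.27 for the anaphase-promoting complex and 0.45 for calcium handling, all further from 0 than for 1,25(OH)2D3, and −0.35 for the kinesins and 0.10 for phosphoinositide signalling, which were not. Without 1,25(OH)2D3 replicate 1 the medians for 1,25(OH)2D3 were −0.23 for mitosis, −0.17 for chromosome segregation, −0.07 for the anaphase-promoting complex and 0.22 for calcium handling, nearer to 0 than for the combination, and −0.20 for the kinesins and 0.07 for phosphoinositide signalling, which were not. With the slide as a block the combination had −3.23 for mitosis and 1.34 for calcium handling, also further from 0 than 1,25(OH)2D3. That order decides nothing, since the 2 labels met only on slide 3, with 1 array labelled 1,25(OH)2D3. That array was among those with the lower CYP24A1. None of the 37 lists was called between the 2 labels (smallest adjusted p = 0.202 from camera of limma). On all 12 arrays the genes of mitosis had a median of −0.39 (33 of 34 negative) and those of chromosome segregation one of −0.22 (21 of 24 negative). Without combination replicate 2 these medians were 0.23 and 0.23, and without control replicate 2 they were −0.06 and 0.02. MAD2L1, of the spindle checkpoint, had −0.56 (standard error 0.61) and the cyclin gene CCNA2 −0.55 (standard error 0.79), while the cohesin gene SMC1A had 0.49 (standard error 0.24). For the kinesins 15 of 22 genes were negative (median −0.11) and for the anaphase-promoting complex 14 of 20 (median −0.11). Calcium handling had 19 of 25 positive genes (median 0.24), with the calcium channel gene TRPV5 at 0.67 (standard error 0.33) and the cation channel gene TRPM8 at −0.56 (standard error 0.50), and phosphoinositide signalling 17 of 27 (median 0.06), with PIK3CA, a catalytic subunit of PI3K, at 0.50 (standard error 0.13). None of these 6 lists was called by camera of limma, with adjusted p from 0.283 for mitosis and calcium handling to 0.946 for the kinesins, and no member was called, over all genes or when adjusted over the list alone.

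NF-kappaB and cytokine genes were the list called for the combination, and were higher (adjusted p = 0.0413 from camera of limma, 17 of 19 genes positive, median log2 fold change 0.61). The call was lost with an estimated correlation (adjusted p = 0.991 with an estimated correlation). ICAM1 had 1.12 (standard error 0.41) and CXCL8, which encodes interleukin 8, 1.08 (standard error 0.90). The median was 0.12 without combination replicate 2, 0.27 without control replicate 2 and 0.96 without combination replicate 1. Additional file 6 holds 11 genes of this list. Of the 1124 genes of Additional file 6, 910 (81.0%) had the paper's sign for the combination and none was called. That share was 99.2% without combination replicate 1, 32.5% without combination replicate 2 and 43.4% without control replicate 2. Of the combination arrays only replicate 1 had a low CYP24A1. With the replicate number as a block the number of lists called was 0 and with the slide as a block 21. The fit with the slide reaches control through 1,25(OH)2D3 replicate 3 and T replicate 1, with a low and a high CYP24A1, so its count decides nothing. The number of lists was 0 without control replicate 2, combination replicate 2 or 1,25(OH)2D3 replicate 3, 6 without control replicate 3 and 13 without combination replicate 1.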

Treatment with T and 1,25(OH)_2_D_3 _enhances the response of genes associated with these ontologies, and, as revealed by comparing Figure 2C and additional files 1 and 2, the combination of the two hormones also additively or synergistically modulates a significantly greater number of genes than either hormone alone. It is evident that T and 1,25(OH)_2_D_3 _individually modulate the expression of many of the genes in these ontologies while the combination of the two hormones modulates a significant number of additional genes.

**Table 1:** Gene Set Enrichment Analysis of representative gene sets identified as significantly enriched after 1,25(OH)_2_D_3 _treatment in the presence of androgen in LNCaP cells.

Biological Process	Testosterone		1,25(OH)_2_D_3_		T & D	
	
	Median Change	p-value	Median Change	p-value	Median Change	p-value
**Mitosis**	-1.54	3.51E-10	-1.98	3.63E-07	-3.63	1.27E-15

**Microtubule-based movement**	-1.62	2.54E-05	-2.11	1.17E-04	-4.19	5.78E-07

**Chromosome segregation**	-1.61	1.11E-03	-1.99	2.13E-03	-3.44	1.12E-04

**Anaphase-promoting complex-dependent proteasomal ubiquitin-dependent protein catabolic process**	-1.47	5.90E-03	n/a	n/a	-3.63	2.10E-03

**DNA repair**	n/a	n/a	-1.77	1.08E-02	-2.55	2.24E-03

**DNA recombination**	n/a	n/a	-2.02	4.30E-02	-3.42	1.41E-02

**Phosphoinositide-mediated signaling**	n/a	n/a	-1.73	4.97E-02	-2.40	1.60E-02

**Elevation of cytosolic calcium ion concentration**	n/a	n/a	2.02	1.76E-02	3.43	2.95E-02

(False Discovery Rate <5%)

### qPCR Validation of Microarray Analyses

Validation of the microarray data of selected genes associated with the gene sets was performed in LNCaP cells after treatment with T and 1,25(OH)_2_D_3 _over a 72 h time course. The effects of these treatments on the expression of AR and VDR, as well as two well characterized androgen responsive genes, prostate specific antigen (PSA) and TMPRSS2, and CYP24A1, the classical VDR target gene are shown in Figure 3. Neither the AR nor VDR transcripts are significantly induced in LNCaP cells by T. However, 1,25(OH)_2_D_3 _alone or in combination with T increases the steady state level of AR mRNA at 48 and 72 h. This corresponds to a consistent increase in the level of the androgen receptor in the nucleus after treatment with 1,25(OH)_2_D_3 _in the absence or presence of T (additional file 3). Both hormones increase the transcript levels of PSA and TMPRSS2, and the effect of the two hormones together is additive. The classic VDR target gene CYP24A1 is strongly induced by 1,25(OH)_2_D_3_, however T alone has little or no effect on its expression. These data demonstrate that the two intracellular signaling pathways are active in LNCaP cells and that the VDR-mediated signaling significantly affects the response of both androgen responsive PSA and TMPRSS2 genes. Representative qPCR validation data, grouped by GO classification, are shown in Figure 4 (cell cycle) and Figure 5 (ion homeostasis), and the changes in the expression of genes associated with other ontologies are shown in additional file 4 (cell survival and cell death), and additional file 5 (lipid metabolism, angiogenesis, DNA repair). It is clear from these data that a number of genes are modulated by the combination of the two steroids either additively (CYP2U1, HPGD, CXCR4, CACNG4, KCNMB4, GMNN) or synergistically (CCNA2, CDC20, CCNB2, Survivin/BIRC5, GADD45G, E2F1, ITPR1, BRCA1). Genes that are known to modulate the cell cycle (CCNA2, CDC20, CCNB2) are down regulated by T and 1,25(OH)_2_D_3 _in a similar manner, reaching a nadir at 48 h after treatment (Figure 4). T and 1,25(OH)_2_D_3 _also display prolonged effects on the steady state levels of the transcripts when administered together and the transcript levels of the genes involved in prostaglandin and lipid metabolism (CYP2U1 and HPGD), and calcium homeostasis (TRPV6, ITPR1, and KCNMB4) show time-dependent increases throughout the 72 h time course (Figure 5).

**Figure 3:**
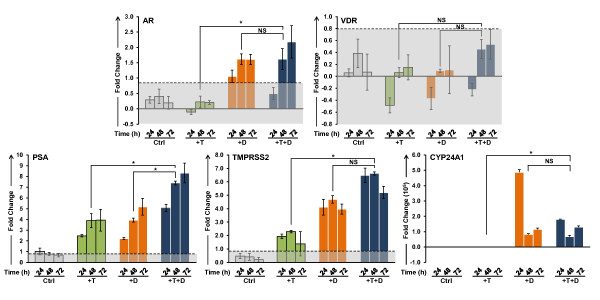
**Validation of changes in the mRNA levels of AR, VDR, PSA, TMPRSS2 and CYP24A1**. LNCaP cells were treated with 5 nM T and 100 nM 1,25(OH)_2_D_3 _alone and in combination and transcript levels were measured by Real Time-PCR over a 72 h time course. Fold changes greater than 0.8 are statistically significant; values within the shaded areas in each graph are not significantly modulated (0.8 or below after transformation). Comparisons between different treatment groups were analyzed using one-way ANOVA; differences were considered significant if p < 0.05 (*), NS: not significant. Significant changes (p < 0.05) in at least two out of three time points were required for the changes to be considered biologically relevant. Note: Scales on the ordinate axis vary from transcript to transcript.

**Figure 4:**
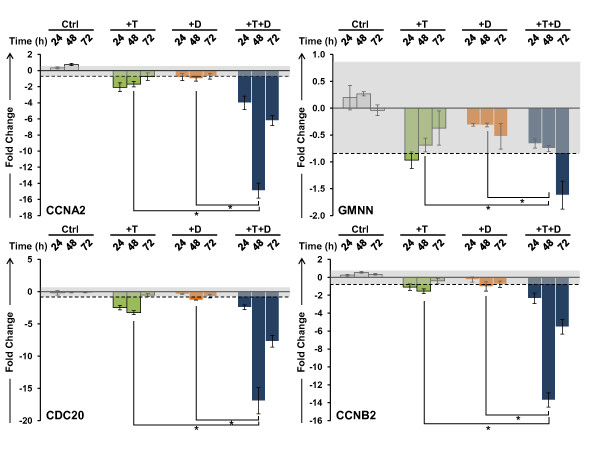
**Validation of changes in the mRNA levels of cell cycle regulators**. CCNA2, GMNN, CDC20 and CCNB2 transcript levels were measured over a 72 h time course in LNCaP cells after treatment with 5 nM T and 100 nM 1,25(OH)_2_D_3 _alone and in combination. Other details as shown in Figure 3.

**Figure 5:**
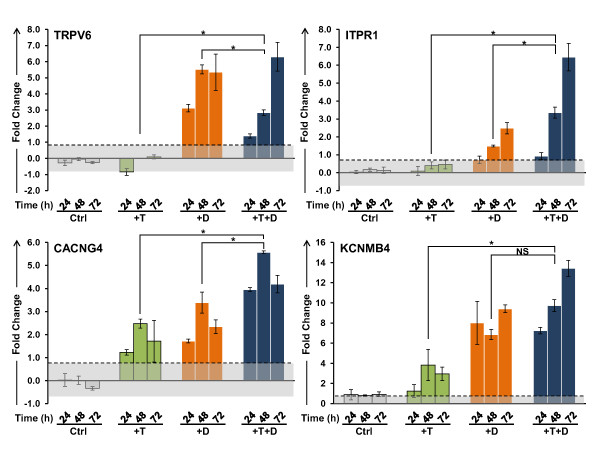
**Validation of changes in the mRNA levels of genes involved in the calcium ion homeostasis**. TRPV6, ITPR1, CACNG4 and KCNMB4 transcript levels were measured over a 72 h time course in LNCaP cells after treatment with 5 nM T and 100 nM 1,25(OH)_2_D_3 _alone and in combination. Other details as shown in Figure 3.

It is well established that ligand-activated AR and VDR bind to cognate response elements (ARE and VDRE respectively) to modulate gene transcription and thus the coordination between T and 1,25(OH)_2_D_3 _may be the consequence of receptor mediated transcription by both AR and VDR. 

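The size of the change did not differ between genes with and without a listed response element by an amount that passed the test over all 12 arrays. Between the labels T and control the median size of the log2 fold change was 0.151 for the 202 tested genes of Additional file 6 that the study lists with an ARE and 0.162 for the 922 without. Between the labels 1,25(OH)2D3 and control it was 0.376 for the 617 genes listed with a VDRE of any of the 3 kinds (VDRR, DR3 or ER6) and 0.372 for the 507 with none. These medians moved with single arrays. For T they were 0.405 and 0.366 without control replicate 3, 0.256 and 0.225 without T replicate 1 and 0.419 and 0.415 without T replicate 3, and with the slide as a block 0.799 and 0.803. For 1,25(OH)2D3 they were 0.170 and 0.179 without control replicate 2, 0.618 and 0.627 without control replicate 3 and 0.204 and 0.196 without 1,25(OH)2D3 replicate 1, and with the slide as a block 1.54 and 1.63. CDC20, an activator of the anaphase-promoting complex, had a log2 fold change of −0.28 (standard error 0.55) for T, −0.41 (standard error 0.55) for 1,25(OH)2D3 and −0.25 (standard error 0.55) for the combination. The difference between medians was −0.011 for the ARE (p = 0.433, two-sided permutation test over genes) and 0.0033 for the VDRE (p = 0.775, same test). For the VDRR alone it was 0.061 (p = 0.0906, permutation test, 75 genes with and 1049 without). Genes are not independent replicates, so these p-values describe the listed genes. Each labelled group held arrays with high and with low CYP24A1, so these changes may not measure the response to the hormones. The test therefore cannot decide whether the elements matter for that response. Of the 1133 entries, 446 (39.4%) list no element, 931 lack an ARE and 515 lack every kind of VDRE, and 1000 (88.3%) lack an ARE or a VDRE or both. Without passage 15 the difference for the ARE was 0.080, the other way round (p = 0.00101, permutation test).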

While *in silico *searches for ARE and VDREs within 10 kb upstream or downstream of the structural genes shown to be modulated by T or 1,25(OH)_2_D_3 _or both, demonstrate that many of the genes have canonical response elements in their promoters (additional file 6), nearly 50% of the genes identified in the expression microarray analysis appear to lack functional hormone response elements (either ARE or VDRE or both) in their promoters (additional file 6). For instance, genes that have previously been documented to be only 1,25(OH)_2_D_3 _inducible and/or contain VDRE at their promoters (KCNMB4, CXCR4) are also modulated by T (Figures 5 and additional file 4). Furthermore, genes such as CDC20 that lack both VDREs and AREs are down regulated by 1,25(OH)_2_D_3 _and T together while neither steroid alone has significant effects on gene expression (Figures 4 and additional file 5). These data demonstrate that 1,25(OH)_2_D_3 _has distinct effects on the regulation of transcript levels and that for a significant proportion the genes, the effects of 1,25(OH)_2_D_3 _require the presence of T for maximal effect. Furthermore, it appears that in addition to modulating transcription of the responsive genes, T and 1,25(OH)_2_D_3 _modulate the stability of the transcripts via modulation of miRNA expression.

### Effect of T and 1,25(OH)_2_D_3 _on miRNA expression

To examine the effect of T and 1,25(OH)_2_D_3 _on miRNA expression, total RNA prepared from LNCaP cells 48 h after treatment using the same experimental paradigm outlined above was analyzed on the Agilent Human miRNA microarray v3, which contains 866 human miRNAs from the Sanger database v12.0. The miRNA expression profiles in LNCaP cells after treatment cluster to the different treatment groups are shown in Figure 6A. Statistical analysis with a stringent cut-off of 2.0 fold, identifies 15 miRNAs that are significantly modulated by T and 1,25(OH)_2_D_3 _(Table 2). The majority of miRNAs identified are up regulated by T and 1,25(OH)_2_D_3 _additively, including miR-29ab and miR-371/373 clusters. In contrast, two miRNAs, including miR-17 and miR-20a, members of the miR-17/92 cluster, are down regulated by T and 1,25(OH)_2_D_3 _synergistically. Bioinformatic analysis using the available miRNA target prediction databases (TargetScan Human v5.1) identifies approximately 8500 putative mRNA targets of these miRNAs. However, most of these targets are not expressed in the prostate and are not identified as differentially regulated by T and 1,25(OH)_2_D_3 _by microarray. In total, 264 target transcripts are responsive to T and 1,25(OH)_2_D_3 _in LNCaP cells and show an inverse association with the targeting miRNA(s) (Figure 6B). This corresponds to approximately 23% of the genes modulated by T and 1,25(OH)_2_D_3 _in LNCaP cells. However this is at best a rough estimate since many of the targets of the modulated miRNAs identified by Target Scan have not yet been validated in LNCaP cells. 

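The listed target transcripts mostly had the direction the study gives them, without passing the test as single genes. Additional file 7 pairs 80 transcripts that are higher in the combination with the down regulated miRNAs and 184 that are lower with the up regulated miRNAs, and 263 of its entries matched a tested gene and carried values. Among targets of the down regulated miRNAs 68 of 80 had a positive log2 fold change in the combination against control, with a median of 0.26. Of the 183 measured targets of the up regulated miRNAs 133 had a negative one, with a median of −0.13. For the label 1,25(OH)2D3 79 of the 80 were positive (median 0.38) and 179 of the 183 negative (median −0.36), and for the label T 62 were positive (median 0.12) and 154 negative (median −0.16). Limma called 0 of these genes in each of the 3 comparisons, with 2 at an unadjusted p under 0.05 among the 80 for the label 1,25(OH)2D3 and 0 in the other cases, and the study's one-way ANOVA called 0. Between arrays of one label the widest range of a gene had a median of 1.22 for the 80 targets and of 1.48 for the 183. The study chose the transcripts on these samples, so their direction is not independent evidence. In all, 76.4% had the study's direction for the combination, a share that was 98.9% without combination replicate 1, 28.9% without combination replicate 2 and 38.0% without control replicate 2.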

A complete list of the miRNAs and their mRNA targets is provided in additional file 7.

**Figure 6:**
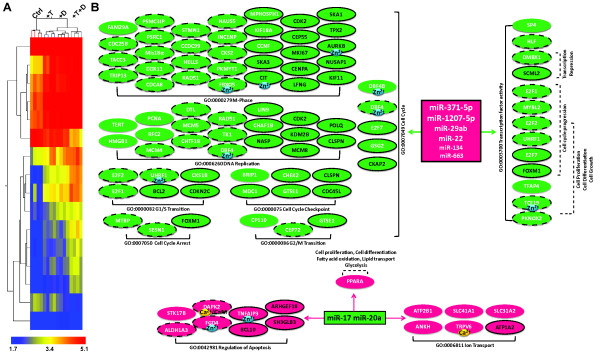
**The effect of T and 1,25(OH)_2_D_3 _on miRNA expression in LNCaP cells**. Cells were plated as described in Material and Methods, and treated with 5 nM T and 100 nM 1,25(OH)_2_D_3 _alone or in combination for 48 h. Total RNA was extracted and interrogated on Agilent Human miRNA v3 arrays. Three independent replicates were used for the analysis. *Panel A*: hierarchical clustering of the miRNA array data using the GeneSpring GX10 software. *Panel B*: Gene Ontology analysis of mRNA targets of miRNAs, predominantly focused on those that are targeted at the 3'UTR and affect the transcript stability. The inverse correlations of miRNAs targeted mRNAs and their associated Gene Ontology grouping are summarized and color coded. Magenta: gene up regulated by treatment; Green: down regulated by treatment; No shape outline: genes modulated by either T or 1,25(OH)_2_D_3_; dashed outline with white text: 1,25(OH)_2_D_3 _or T modulation is enhanced by the presence of T or 1,25(OH)_2_D_3 _respectively (synergy); solid outline with white text: additive effect of T and 1,25(OH)_2_D_3 _on mRNA levels; solid outline with black text: synergistic effect of T and 1,25(OH)_2_D_3 _on mRNA levels. Genes reported to be ion binding or ion channels are indicated (Ca^2+^: yellow, Zn^2+^: blue). Different font size of miRNAs ranks the effect of miRNAs by the number of concordant mRNA targets in LNCaP cells.

**Table 2:** miRNAs differentially modulated by 1,25(OH)_2_D_3 _and T alone or in combination in LNCaP cells, identified by Agilent Human miRNA microarray v3.

miRNA	Seed	Testosterone	1,25(OH)_2_D_3_	T + 1,25(OH)_2_D_3_
**hsa-miR-17**	aaagug	-1.237	-1.255	-2.337

**hsa-miR-20a**	aaagug	-1.220	-1.287	-2.318

**hsa-miR-20b**	aaagug	-1.174	-1.391	-2.273

**hsa-miR-542-5p**	cgggga	-1.232	2.304	1.197

**hsa-miR-29b**	agcacc	1.317	1.911	2.081

**hsa-miR-1207-5p**	ggcagg	1.756	1.637	2.242

**hsa-miR-22**	agcugc	1.691	1.745	2.312

**hsa-miR-1915**	cccagg	2.005	2.044	3.007

**hsa-miR-29a**	agcacc	2.122	2.577	3.108

**hsa-miR-371-5p**	cucaaa	1.918	2.163	3.197

**has-miR-663**	ggcggg	2.293	2.561	3.685

**hsa-miR-134**	gugacu	2.995	2.923	4.597

hsa-miR-135a*	auaggg	2.609	2.773	4.818

**hsa-miR-1181**	cgucgc	3.003	3.454	5.775

hsa-miR-629*	uucucc	3.143	3.263	6.160

The seed sequence corresponds to individual miRNAs is indicated.

The effects of T and 1,25(OH)_2_D_3 _on the steady state levels of selected miRNAs were further assessed in LNCaP cells by TaqMan^® ^qPCR to validate microarray data. T and 1,25(OH)_2_D_3 _alone showed time-dependent induction of miR-29a, miR-29b, miR-21, miR-22 and miR-134 expression in LNCaP cells while the combination of the two have a more rapid additive effects on these miRNAs (Figure 7). In contrast, neither steroid alone down regulates miR-17 and miR-20a of the miR-17/92 cluster, however the combination of T and 1,25(OH)_2_D_3 _significantly down regulates miR-17 and miR-20a, demonstrating the synergistic ability of T and 1,25(OH)_2_D_3 _to modulate miRNA levels (Figure 8). We have also assessed the changes of miR-18a, another member of the miR-17/92 cluster. Changes in miR-18a transcript levels showed a similar pattern as that of miR-17 and 20a, suggesting that T and 1,25(OH)_2_D_3 _together modulate all members of the miR-17/92 cluster rather than selectively down regulating individual members of the cluster.

**Figure 7:**
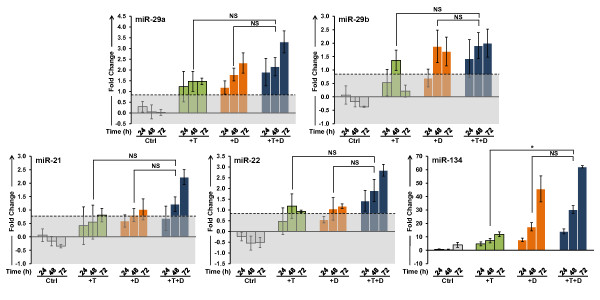
**Validation of induction of steady state levels of miR-29a, miR-29b, miR-21, miR-22, and miR-134**. LNCaP cells were treated with 5 nM T and 100 nM 1,25(OH)_2_D_3 _alone and in combination and transcript levels were measured by TaqMan^® ^qPCR over a 72 h time course. Other details as shown in Figure 3.

**Figure 8:**
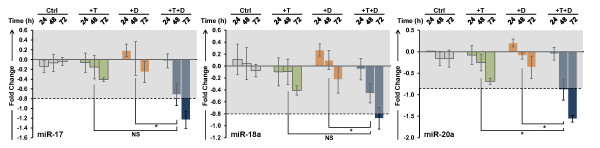
**Validation of the down regulation of steady state levels of members of the miR-17/92 cluster**. LNCaP cells were treated with 5 nM T and 100 nM 1,25(OH)_2_D_3 _alone and in combination and transcript levels were measured by TaqMan^® ^qPCR over a 72 h time course. Other details as shown in Figure 3.

In addition to the miRNAs identified from the microarray analysis, we have also assessed the effect of T and 1,25(OH)_2_D_3 _on miRNAs that have been reported to be deregulated in prostate cancer. The oncogenic miR-221, which has been reported to contribute to androgen-resistance phenotype is slightly down regulated by T and 1,25(OH)_2_D_3 _at 48 h, though the fold change is not statistically significant (additional file 8). Changes in the AR-inducible [35] and VDR-inducible [43] miR-125b are also not significant in LNCaP cells in this experimental paradigm (additional file 8). However, as already shown, the steady state levels of miR-21 are up regulated by T and 1,25(OH)_2_D_3 _in LNCaP cells with the highest fold-induction at 72 h in the presence of both hormones (Figure 7). This implies that the expression of miR-21 targets, such as PDCD4, may also be modulated by AR and VDR in LNCaP cells.

## Discussion

The data presented here demonstrate that both T and 1,25(OH)_2_D_3 _modulate the mRNA and miRNA profiles in LNCaP cells, and that the combination of the two hormones modulates a significantly larger cohort of transcripts than either hormone alone. In most cases, the effects of the two hormones are additive or synergistic. Since the predicted changes in the cohort of proteins present in the cells would be expected to influence the response to therapeutic agents, this raises questions regarding the interpretation of previous *in vitro *data describing the responsiveness of prostate cancer cell lines grown in the absence of these hormones.

The time frame we have chosen for the initial microarray experiments (48 h) and the times chosen for qPCR validation (24, 48 and 72 h) were selected based on previous experiments examining the induction of apoptosis in LNCaP cells by diverse agents including bicalutamide and Iejimalide [44]. These time points will not discriminate between primary effects of T and 1,25(OH)_2_D_3 _on transcription and secondary effects which may be due to either the modulation of miRNA, and subsequent degradation of target mRNAs or cascading regulation of transcription of other genes. However, this time frame is appropriate to examine the effects of induced miRNAs on transcript stability.

Bioinformatic analysis demonstrates that T and 1,25(OH)_2_D_3 _alter the expression of genes associated with several relevant gene ontologies that clearly have the potential to significantly influence the biology of the tumor cells, their interaction with the tumor microenvironment and their response to therapeutic intervention. Perhaps the most important of these changes relate to the regulation of calcium ion homeostasis and cell cycle progression. One of the primary physiological roles of 1,25(OH)_2_D_3 _is to regulate calcium and phosphorus metabolism in bone. However, 1,25(OH)_2_D_3 _also plays an important role in cell cycle regulation in many cancers, including breast, ovarian and colon cancer, through its interaction with the VDR [6,45-48]. In LNCaP cells, 1,25(OH)_2_D_3 _induces the expression of both voltage-gated (CACNG4) and non-voltage-gated (TRPV6) Ca^2+ ^channels located on the plasma membrane. Though TRPV6 is primarily modulated by VDR, the full induction of ITPR1, annexin AII (ANXA2) and S100A10, major components of the TRPV6 auxiliary protein complex, requires the presence of both hormones, as does the induction of the highly Ca^2+ ^sensitive PLC-δ3 (PLCD3). 

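None of these 5 calcium genes passed the test in the arrays labelled T, 1,25(OH)2D3 or the combination. TRPV6 lies on chromosome 7 of HG18 from 142279081 to 142293599. It had log2 fold changes of −0.08 for the label T, 0.57 for 1,25(OH)2D3 and 0.49 for the combination (standard error 0.67 each). ITPR1, the inositol trisphosphate receptor of the endoplasmic reticulum, had 0.19, 0.61 and 0.44 (standard error 0.59 each), with a log2 intensity of 11.63 ± 0.65 (SD, n = 3 arrays) for the combination and 11.19 ± 0.76 (SD, n = 3) for the control. For ANXA2 the log2 intensity was 10.22 ± 2.09 (SD, n = 3) for the combination and 8.99 ± 2.16 (SD, n = 3) for the control, a log2 fold change of 1.23 (standard error 1.51, adjusted p = 0.780 from limma). S100A10, a partner of annexin A2, had a log2 fold change of 0.32 for T, 0.35 for 1,25(OH)2D3 and 0.20 for the combination (standard error 0.39 each), and PLCD3, a phospholipase C, had −0.04, 0.11 and 0.00 (standard error 0.35 each). The interaction term was −0.69 (standard error 2.13) for ANXA2, and none of the 5 passed (adjusted p of 0.992 or more from limma).

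Within slides, 1,25(OH)2D3 and T could be set against each other on slide 2, with 2 arrays of each label. There the difference was 1.66 for TRPV6, 1.45 for ITPR1, 3.50 for ANXA2, −0.05 for S100A10 and 0.61 for PLCD3 on the log2 scale. On slide 1 the single array labelled T exceeded the mean of the 3 labelled control by 0.99 for TRPV6, 1.29 for ITPR1, 3.06 for ANXA2, 0.57 for S100A10 and 0.56 for PLCD3. On slide 3 the difference between the mean of the combination and the single array labelled 1,25(OH)2D3 was 0.85 for TRPV6, 0.78 for ITPR1, 1.87 for ANXA2, −0.58 for S100A10 and 0.21 for PLCD3. For CYP24A1 the same differences were 5.05 on slide 1, 7.90 on slide 2 and 5.19 on slide 3. The single array labelled T on slide 1 had a high CYP24A1 and the single one labelled 1,25(OH)2D3 on slide 3 a low one. The differences on slides 1 and 3 therefore cannot be read as effects of T. On slide 2 CYP24A1 went with the labels. There the arrays labelled T lay at positions 1 and 2 of the slide and those labelled 1,25(OH)2D3 at 3 and 4. High CYP24A1 was at positions 3 and 4 of every slide, whatever the label. The difference on slide 2 therefore cannot be told apart from position.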

There is also a concurrent increase in ITPR1 in response to T and 1,25(OH)_2_D_3 _which has been shown to lead to increased signaling through the PI3K/AKT pathway [49]. This suggests that in response to T and 1,25(OH)_2_D_3_, the production of IP3 will increase, triggering the release of Ca^2+ ^from endoplasmic reticulum (ER) stores via ITPR1, leading to the activation of TRPV6 through S100A10, resulting in an influx of Ca^2+ ^and augmenting intracellular Ca^2+ ^levels. In addition, diacylglycerol, produced by PLC mediated cleavage of PIP2, may activate PKC, to further increase the activity of TRPV6 via phosphorylation [50]. Together, these data suggest that the combination of T and 1,25(OH)_2_D_3 _elevates the intracellular Ca^2+ ^level to establish a new homeostatic set point without inducing cell death. Since the induction of the execution phase of apoptosis in prostate cancer cells requires the elevation of intracellular free Ca^2+ ^into the micromolar range [51], resetting the intracellular Ca^2+ ^concentration closer to this threshold may render tumor cells more sensitive to apoptosis-inducing agents including doxorubicin, bicalutamide and radiation. It is well known that uncontrolled release of Ca^2+ ^stores from the ER, for example in response to thapsigargin, initiates apoptosis via the activation of Ca^2+^-dependent caspases accompanied by release of cytochrome c through the mitochondrial permeability transition pore [52]. It is therefore likely that a fine-tuned Ca^2+ ^balance within the cellular compartments in prostate cancer cells occurs after treatment with 1,25(OH)_2_D_3 _and thus prevents Ca^2+ ^overload in the mitochondria and maintains other Ca^2+^-dependent signaling, which may include the modulation of miRNA expression [53]. Importantly, both T and 1,25(OH)_2_D_3 _appear to be required to establish the elevated homeostatic calcium levels. In this regard, the capacitative Ca^2+ ^entry that has been shown to block the development of the apoptosis resistance phenotype such as that seen in Bcl-2 over-expressing LNCaP cells [54,55] may be equivalent to the elevated homeostatic Ca^2+ ^level induced by T and 1,25(OH)_2_D_3_, suggesting that adequate levels of the two hormones should also prevent the development of the apoptosis-resistant, or castration resistant, phenotype in prostate cancer.

Many of the changes in the steady state mRNA levels can be attributed to changes in transcriptional activity due to the presence of functional AREs and/or VDREs in the promoters of target genes. However, *in silico *searches suggests that the promoters of nearly 40% of the affected genes do not contain either response element. Both T and 1,25(OH)_2_D_3 _have been shown to induce rapid Ca^2+ ^influx via store-operated Ca^2+ ^(SOC) channels whose activities are mediated by membrane receptors (mVDR & mAR) and are related to the non-genomic action of AR and VDR [56-58]. In addition, the ligand-activated VDR can modulate transcription of some target genes through Sp-1 sites [59-61]. Therefore, it is likely that additional mechanisms are responsible for the extensive modulation seen in response to the two hormones.

As demonstrated here, T and 1,25(OH)_2_D_3 _cooperatively modulate a circumscribed group of miRNAs, which mediate mRNA degradation depending on the complementarity of the miRNA seed sequence to sequences within the 3'UTR of the transcript. While alterations in individual miRNAs are not as profound as those seen in the mRNA profiles, many of the miRNAs share identical seed sequences, which results in a cumulative effect on the target transcripts. In LNCaP cells, most of the miRNAs identified in this study are up regulated in response to T and 1,25(OH)_2_D_3_, including miR-21, miR-22, miR-29ab, miR-134 and miR-371-5p and miR-1207-5p. Both miR-21 and miR-29b have previously been shown to be induced by R1881 in LNCaP and LAPC-4 prostate cancer cells [62]. Induction of these miRNAs results in substantial down regulation of several large cohorts of genes classified by GO. Thus, in addition to down regulating transcription through their cognate hormone response elements, T and 1,25(OH)_2_D_3 _can profoundly affect the stability of the transcripts encoding proteins that function in cell cycle control, cytoskeleton organization, and DNA damage repair among others. In this context, MYCBP, a positive regulator of c-Myc activity and a validated miR-22 target should be repressed by T and 1,25(OH)_2_D_3_, thus inhibiting c-Myc mediated transcription of E-box containing genes [63]. In breast cancer cells, this correlates with suppressed cell proliferation and anchorage-independent growth suggesting that increased expression of miR-22 at 48 h in prostate tumor cells by T and 1,25(OH)_2_D_3 _may be partially responsible for cell cycle arrest and the prevention of tumor progression. In LNCaP cells miR-134 is very significantly up regulated by 1,25(OH)_2_D_3 _in the absence and presence of T. The role of miR-134 in prostate cancer has not been previously described, however the steady state level of miR-134 is modulated by members of the p53/p73/p63 family as part of a miRNA-tumor suppressor network [64]. Thus, increased expression of miR-134 may further contribute to the activity of T and 1,25(OH)_2_D_3 _to suppress tumor growth.

While miR-21 was not identified in the microarray as a T and/or 1,25(OH)_2_D_3 _regulated miRNA, it was identified in the more informative qPCR analysis as a target of T and 1,25(OH)_2_D_3_, and the increases in the steady state level of miR-21 are significant after 48 h of treatment. Previous studies in breast and pancreatic cancer cell lines have suggested that over expression of miR-21 may lead to increased cell proliferation and decreased apoptosis through the targeted degradation of tumor suppressor protein PDCD4 [62,65]. In prostate cancer cells, these effects would be anticipated to counteract the anti-proliferative effects of 1,25(OH)_2_D_3_, suggesting that not all interactions between AR- and VDR-mediated signaling are beneficial. Interestingly, neither of the other miRNAs that have been implicated in prostate tumor progression (miR-221 or miR-125b) is modulated by T nor 1,25(OH)_2_D_3 _in this *in vitro *model system. In addition to up regulating miRNAs that encode cell cycle regulatory proteins and calcium ion homeostasis, T and 1,25(OH)_2_D_3 _down regulate the expression of the oncomiR cluster, miR-17/92. These data suggest that miRNAs may play important roles in T- and 1,25(OH)_2_D_3_-induced cell cycle arrest in prostate cancer cells. The concurrent analysis of mRNA and miRNA expression has demonstrated that many of the combined effects of T and 1,25(OH)_2_D_3 _are modulated by a small cohort of 15 miRNAs that are additively or synergistically regulated by the two hormones. Since the majority of men diagnosed with prostate cancer are likely to be vitamin D insufficient [66], these data may have a profound impact on our understanding of the molecular mechanisms underlying the chemopreventive and chemotherapeutic effects of vitamin D_3_. Based on the data presented here, vitamin D deficiency is likely to render tumor cells more aggressive and less sensitive to chemotherapy. Given the trend toward "active surveillance" for men diagnosed with early stage prostate cancer, understanding the cross talk between the androgen- and vitamin D-mediated cellular effects may have a significant impact on the care of men in the period between diagnosis and the initiation of treatment. If these two signaling pathways interact in tumor tissue as demonstrated here, individual variations in dietary vitamin D and/or sun exposure, as well as differences in circulating T levels, may greatly influence the rate of prostate tumor growth and the sensitivity of prostate cancer to hormone and other chemotherapies. In this context, the age related decline in serum testosterone may also contribute to the progression of prostate cancer. Thus, maintaining serum testosterone and combined with supplementation of vitamin D may substantially slow disease progression for men diagnosed with very early stage cancer, extending the time between diagnosis and treatment.

## Methods

### Cell Culture

LNCaP human prostate cancer cells, obtained from American Type Culture Collection (Rockville, MD), were grown in RPMI-1640 medium (Invitrogen, Carlsbad, CA) supplemented with 10% FBS (Sigma-Aldrich, St Louis, MO), 100 U/mL penicillin and 100 μg/mL streptomycin. Cells were maintained at 37°C in a humidified atmosphere of 95% air/5% CO_2_. For all the experiments performed in this study, with the exception of crystal violet assays, LNCaP cells were plated at a density of 1 × 10^6 ^cells per 150 cm^2 ^dish for 48 h prior to treatment with 5 nM T (Sigma-Aldrich) and 100 nM 1,25(OH)_2_D_3 _(Sigma-Aldrich) alone or in combination. The steroids were dissolved in ethanol, and control cells were treated with the same volume of vehicle.

### Crystal Violet Assay

LNCaP cells were seeded at 20,000 cells/well in 24 well plates for 24 h prior to treatment with 5 nM T and 100 nM 1,25(OH)_2_D_3 _alone or in combination. Cells were fixed with 2% glutaraldehyde in PBS for 20 min at room temperature followed by staining with 0.1% crystal violet (Sigma-Aldrich) for 30 min. The crystal violet stain was solubilized in 0.2% Triton X-100 in ddH_2_O for 30 min and the absorbance was read with Victor^3^V 1420 Multilabel Counter (PerkinElmer Inc, Waltham MA) at 590 nm. Three independent biological replicates were analyzed in triplicate.

### Flow Cytometry

LNCaP cells were treated with 5 nM T and 100 nM 1,25(OH)_2_D_3 _as described above. Cells treated with either vehicle (EtOH) or 100 μM bicalutamide serve as the negative and positive control, respectively. For cell cycle analysis, the cells were treated for 24, 48 and 72 h and harvested by trypsinization, followed by 90% ethanol permeabilization overnight at -20°C. Permeabilized cells were stained with 5 μg/mL propidium iodide (Sigma-Aldrich) in the presence of 0.015 U/mL RNase (Roche Applied Science, Indianapolis, IN) in PBS for 20 min at room temperature. Samples were analyzed within 3 h of labeling on BD™ LSR II Flow Cytometer (BD Biosciences, San Jose, CA). A minimum of 10,000 events were analyzed for each experimental condition. Three independent biological replicates for each treatment group were analyzed.

Apoptosis was analyzed using Apo-BrdU staining. Cells were harvested by trypsinization and fixed with 4% formaldehyde in PBS for 30 min on ice, followed by 70% ethanol permeabilization overnight at -20°C. Samples were enzymatically labeled with bromodeoxyuridine triphosphate in TdT reaction buffer (Br-dUTP, 2.5 mM cobalt chloride, and terminal transferase 24,000 U) for 1 h at 37°C to label the 3'-OH ends of fragmented DNA (Roche). DNA strand breaks were counterlabeled with FITC-conjugated anti-BrdU monoclonal antibody according to the manufacturer's directions (Phoenix Flow Systems, San Diego, CA). Cells were counterstained with 5 μg/mL propidium iodide for 30 min at room temperature. Samples were analyzed on BD™ LSR II Flow Cytometer (BD Biosciences) within 3 h of labeling and a minimum of 10,000 events were analyzed for each experimental condition. Three independent biological replicates for each treatment group were analyzed.

### mRNA Microarray Analysis

Total RNA isolated from LNCaP cells was processed using standard protocols for Nimblegen arrays. Briefly 10 μg of total RNA was reverse transcribed to cDNA using oligo-dT primers and Superscript II (Invitrogen), converted to double stranded cDNA and Klenow labeled with Cy3-labeled random 9-mers before hybridization to Nimblegen-Human-HG18 4 × 72 microarrays at 42°C for 16 h using a Nimblegen Hybridization system. The arrays were washed and scanned on a Genepix 4000B scanner following which the data was extracted using NimbleScan software. Further data analysis was performed using GeneSpring GX10. The raw dataset is available as a curated dataset at GEO (SuperSeries GSE23815, SubSeries GSE17461). Three independent biological replicates for each treatment group were analyzed.

### miRNA Microarray Analysis

Total RNA was processed and hybridized to Agilent Human miRNA microarrays using standard protocols. 100 ng of total RNA was dephosphorylated with calf intestinal phosphatase and end-labeled with Cy3-pCp by T4 RNA ligase prior to an overnight hybridization at 55°C onto Agilent Human miRNA v3 (Sanger release 12.0) microarrays. The arrays were washed and scanned on a high resolution GC2565CA Agilent Scanner using the manufacturer's recommended settings. The raw data was extracted using Agilent Feature Extraction software v10.1.1 and imported into GeneSpring GX10 for further analysis. The raw data is available as a curated dataset at GEO (SuperSeries GSE23815, SubSeries GSE23814).

### qPCR Validation of Microarray Data

Changes in mRNA and miRNA identified by microarray were validated in independent biological replicates. LNCaP cells were plated and treated as previously described for 24, 48 and 72 h. Cells were harvested by trypsinization and total RNA (both mRNA and miRNA) was extracted using miRNeasy mini kit (Qiagen, Valencia, CA). Reverse transcription PCR reactions were performed with 1.5 μg total RNA using Taqman^® ^Reverse Transcription Reagents (Applied Biosystems, Carlsbad, CA) to synthesize cDNA for mRNA expression analysis. The reaction mixture was incubated for 10 min at 25°C, 1 h at 37°C and 5 min at 95°C and kept at -20°C until further analysis. qPCR probes for each gene were designed using Primer-Blast (National Center for Biotechnology Information) with default settings and synthesized by Integrated DNA Technologies (Coralville, IA). The list of primers for each gene is available in additional file 9. SYBR Green reactions with SYBR^® ^Green PCR Master Mix (Applied Biosystems) were analyzed using the ABI 7900HT Fast Real-Time PCR System (Applied Biosystems): 50°C for 2 min, 95°C for 10 min, 95°C for 15 sec and 60°C for 1 min, repeated for 40 cycles. Relative expression levels of each gene in real time were analyzed using the 2^-ΔΔC^_T _method [67] and presented as ratio relative to the expression of the housekeeping gene GAPDH. For miRNA expression analysis, 10 ng total RNA were used to make cDNA with TaqMan^® ^MicroRNA Reverse Transcription Reagents (Applied Biosystems). The reaction mixture was incubated for 30 min at 16°C, 30 min at 42°C and 5 min at 85°C and kept at -20°C until further analysis. TaqMan^® ^MicroRNA Assays were used to evaluate miRNA expression according to manufacturer's protocol. TaqMan reactions were analyzed using the ABI 7900HT Fast Real-Time PCR System: 95°C for 10 min, 95°C for 15 sec and 60°C for 60 sec repeated for 40 cycles. Relative expression levels of each miRNA in real time were analyzed using the 2^-ΔΔC^T method with U6 snRNA as the reference control. Each sample was replicated twice from three independent sets of RNA preparations. Results are tabulated as mean ± SD and presented as fold change after transformation to show divergence from no effect (zero fold change).

### Statistical Analysis of Microarray Data

For mRNA microarray analysis in GeneSpring GX10, the gene list was filtered to exclude entities which showed low signal values across all samples (i.e bottom 20^th ^percentile). Statistically significant genes from each expression profile were selected using one-way ANOVA (p ≤ 0.05). The multiple testing correction Benjamini and Hochberg false discovery rate (FDR) (p-value <0.05) was integrated within each test. A fold change cut-off at 1.5 fold was implemented to generate the final list of differentially expressed genes. Genes passing the statistical tests were further assigned into their gene ontology (GO) grouping using DAVID Bioinformatics Resources v6.7 (NIAID) with the default setting, essentially as previously described [68]. Significantly regulated and enriched GO groups were selected for qPCR analysis.

For miRNA microarray analysis, the raw data was imported into GeneSpring GX10, log2 transformed, normalized to the 75^th ^percentile following which the entity list was filtered to exclude probes that showed low signal values across all treatment groups (i.e. bottom 20^th ^percentile). This list was further filtered to only include entities that were marked "present;' or "marginal" in all 3 replicates for at least one of the 4 treatment groups. Entities with fold changes greater than 2.0 were considered significant when p < 0.05 using one-way ANOVA with Benjamini-Hochberg FDR post-test. Targets of miRNAs that passed the statistical test were identified using TargetScan Human v5.1 from Whitehead Institute for Biomedical Research. Gene targets whose mRNA expression levels were inversely proportional to the corresponding miRNA expression levels were considered concordant and were further analyzed for their enrichment in Gene Ontology grouping.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

WWW was responsible for execution of the experiments described in this manuscript and the analysis of the data. She also wrote the first draft of the manuscript. NC assisted with the analysis of the microarray data and SVC performed the microarray experiments and the initial bioinformatic analyses. JW was responsible for experimental design and editing the manuscript. MT was responsible for experimental design and editing the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Analysis of Selected Gene Ontologies Modulated by T in LNCaP Cells**. Functional annotation of each gene was assigned based on DAVID Bioinformatics Resources 2008 (NIAID). Magenta: gene up regulated by treatment; Green: down regulated by treatment; No shape outline: genes modulated by either T or 1,25(OH)_2_D_3_; dashed outline with white text: 1,25(OH)_2_D_3 _or T modulation is enhanced by the presence of T or 1,25(OH)_2_D_3 _respectively (synergy); solid outline with white text: additive effect of T and 1,25(OH)_2_D_3 _on mRNA levels; solid outline with black text: synergistic effect of T and 1,25(OH)_2_D_3 _on mRNA levels. Genes reported to be ion binding or ion channels are indicated (Ca^2+^: yellow, Zn^2+^: blue) Click here for file

Additional file 2 **Analysis of Selected Gene Ontologies Modulated by 1,25(OH)_2_D_3 _in LNCaP Cells**. Functional annotation of each gene was assigned based on DAVID Bioinformatics Resources 2008 (NIAID). Magenta: gene up regulated by treatment; Green: down regulated by treatment; No shape outline: genes modulated by either T or 1,25(OH)_2_D_3_; dashed outline with white text: 1,25(OH)_2_D_3 _or T modulation is enhanced by the presence of T or 1,25(OH)_2_D_3 _respectively (synergy); solid outline with white text: additive effect of T and 1,25(OH)_2_D_3 _on mRNA levels; solid outline with black text: synergistic effect of T and 1,25(OH)_2_D_3 _on mRNA levels. Genes reported to be ion binding or ion channels are indicated (Ca^2+^: yellow, Zn^2+^: blue) Click here for file

Additional file 3 **Immunoblotting analysis of 5 nM T and 100 nM 1,25(OH)_2_D_3 _on nuclear AR and VDR expression**. LNCaP cells were treated with 5 nM T and 100 nM 1,25(OH)_2_D_3 _alone and in combination for 48 h. Nuclear proteins were extracted and ran on 10% SDS-PAGE and transferred to PVDF membrane. Antibodies against AR (Millipore) and VDR (Santa Cruz) were used to detect the protein levels of AR and VDR in the nucleus. Lamin A/C was used as the loading control. Click here for file

Additional file 4 **Validation on changes in the mRNA levels of genes involved in cell death**. GADD45G, STK17B, E2F1 and Survivin/BIRC5 transcript levels were measured over a 72 h time course in LNCaP cells after treatment with 5 nM T and 100 nM 1,25(OH)_2_D_3 _alone and in combination. Other details as shown in Figure 3. Click here for file

Additional file 5 **Validation on changes in the mRNA levels of selected genes involved in lipid metabolism, angiogenesis, calcium induced signaling and DNA repair**. CYP2U1, HPGD, CXCR4, ANXA2, EGFR and BRCA1 transcripts were measured over a 72 h time course in LNCaP cells after treatment with 5 nM T and 100 nM 1,25(OH)_2_D_3_. Fold changes greater than 0.8 are statistically significant; values within the shaded areas in each graph are not significantly modulated (0.8 or below after transformation). Comparisons between different treatment groups were analyzed using one-way ANOVA; differences were considered significant if p < 0.05 (*), NS: not significant. Significant changes (p < 0.05) in at least two out of three time points were required for the changes to be considered biologically relevant. Note: Scales on the ordinate axis vary from transcript to transcript. Click here for file

Additional file 6 **Differentially regulated mRNAs by T and 1,25(OH)_2_D_3 _in LNCaP cells after 48 h of treatment**. Down regulated mRNAs are shaded in green and up regulated mRNAs are shaded in red. The presence (1) or absence (0) of hormone response elements are indicated based on the *in silico *searches for androgen response elements (AREs) and/or vitamin D response elements (VDREs) in the promoters of T and 1,25(OH)_2_D_3 _responsive genes identified from microarray analysis. Click here for file

Additional file 7 **miRNA targeted that are differentially regulated by T and 1,25(OH)_2_D_3 _in LNCaP cells after 48 h of treatment**. Down regulated mRNAs/miRNAs are shaded in green and up regulated mRNAs/miRNAs are shaded in red. Click here for file

Additional file 8 **Effects of T and 1,25(OH)_2_D_3 _on the expression of miR-125b and miR-221 in LNCaP cells**. LNCaP cells were treated with 5 nM T and 100 nM 1,25(OH)_2_D_3 _alone and in combination and transcript levels were measured by TaqMan^® ^qPCR over a 72 h time course. Other details as shown in Figure S4. Click here for file

Additional file 9 **Sequence of Primers used for qPCR**. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

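LNCaP human prostate cancer cells were treated for 48 h with 5 nM T, 100 nM 1,25(OH)2D3, both or neither, and RNA from 3 replicates of each group, at cell passages 15, 16 and 17, was measured on 12 one-colour NimbleGen HG18 arrays, 4 to a slide. The condition and replicate of each array were taken from its label as deposited. The intensity values were made by the authors before deposition. Cy3-labelled cDNA was hybridized and scanned, the signal was extracted with NimbleScan, and RMA was applied, with background correction and quantile normalization over probes and a summary of the probes of each transcript. The deposited intensities are on a linear scale. The version of the software behind RMA is not given with the values. The table of the whole series was identical to the files of the single arrays, with a largest difference of 0. The number of arrays limits the precision of each value. The miRNA arrays and the RT-qPCR measurements have no deposited files among those used here, so no values were computed for them.

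Log2 intensities were taken of the 24000 transcripts. Those under the 20th percentile of their array on all 12 arrays were left out, which follows the study's methods, and 20624 remained. For a gene with several transcripts the one with the highest mean over the arrays was kept, which gave 18151 genes. Of these 16788 (92.5%) were matched through their gene ID to a current symbol, and 19 of the gene IDs are listed as N/A. All 12 arrays entered a fit of the group means with limma (version 3.58.1, lmFit and eBayes) in R 4.3.3 with data.table 1.17.8. Comparisons were each hormone and the combination against control, the combination against each hormone, the interaction on the log2 scale and a moderated F test over the 4 groups. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a change of at least 1.5-fold, with no fold threshold for the interaction. Arrays were clustered by average linkage on 1 minus the Pearson correlation of gene-centred values, and principal components were computed. For 37 lists of genes, members were counted over all genes and adjusted over the list alone, and lists were tested with camera of limma at a preset correlation between genes, with camera at an estimated correlation and with fry, adjusted over the lists within a comparison. The lists cover cell division, DNA replication and repair, calcium and ion transport, lipid synthesis, hormone response, stress and immune signaling, markers of other cell types, housekeeping genes and the genes named in the paper. The difference in response size between genes with and without listed elements was tested by 100000 permutations over genes, two-sided, with seed 20240501. Tables and figures were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

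The comparisons, the lists and the rule for named genes were chosen before the data were examined, though the fold changes of Additional file 6 had been read by then. The rule covers every gene the paper names, the 10 largest changes in each direction among the genes called in each comparison against control and changed the same way in all 3 pairs of arrays that share a replicate number, the 5 largest interaction terms in each direction among those called, and up to 4 members of each list described, chosen by the size of their change. Alternatives covered the replicate number and the slide as blocks, each array and each passage left out, no filter and a filter at the 40th percentile, all transcripts in place of 1 per gene, other fold thresholds, a fit of only the groups compared, limma with trend and robust options, and the one-way test of the study's methods. The fit was tested on simulated data with the spread of the real arrays, with changes of known size in 50 genes at each size, in the comparison of the combination with control. Of these genes 60% were recovered at 2-fold, 92% at 4-fold, 98% at 8-fold and 100% at 16-fold, and 10 of 17951 unchanged genes were called. The changed genes were drawn at random from all genes, with independent noise. These shares need not hold for the genes of Additional file 6. Their median SD within a label was 0.567 on the log2 scale, against 0.215 for the other genes. The labels of the arrays were checked with CYP24A1, and no array was left out or given another label.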

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

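The tests of the labels, the slide and the overall signal behind CYP24A1, and the regroupings behind the gene lists, the genes changed by both hormones and those changed only by the combination, with slides or passages kept or not, were chosen after the results were seen. All groups are named by the labels of the arrays.

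ELMO1 was higher in the combination than in control, with a log2 fold change of 1.31 (standard error 0.16, adjusted p = 0.0435 from limma). It was flagged as the called gene that was higher than in control and that the paper does not discuss. Additional file 6 does not list it, nor any other of the 6 called genes. The 3 arrays labelled with the combination had log2 intensities of 7.58 ± 0.22 (SD, n = 3) and the 3 labelled control 6.27 ± 0.14 (SD, n = 3).

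By limma more genes changed against control in the combination (6) than with either hormone alone (0 and 0, with 642 for T and 1106 for 1,25(OH)2D3 at an unadjusted p under 0.05), but the one-way test of the methods called 0 in all 3 comparisons, so that the pattern is absent by that test. By the labels, the slide cannot be told apart from the treatment, because all control arrays lay on slide 1 and all combination arrays on slide 3. Where labels are wrong this need not hold, and every slide held arrays with high and with low CYP24A1. With the slide as a block the standard errors rose (0.11 to 0.21 without it, 0.26 to 0.39 with it) and no call was left. The log2 fold changes were then 0.583 to 0.660 of those without it for 4 genes and 1.15 and 1.25 for ELMO1 and MB21D2. Their median was 0.658 over all 6, of which GZMK and MB21D2 had low signal. A median of 0.5 or more had been set beforehand as evidence against the slide, but it was passed by less than the standard errors, which was judged after the value was seen. With the replicate number as a block 2 genes were called, a fall of over 1.5 times that had been set beforehand as evidence for the cell passage the arrays share, but after the value was seen this was taken as deciding nothing, since each passage is in every group, the log2 fold changes are then the same by construction, and the standard errors hardly moved (0.12 to 0.19). The effect of the 2 hormones together stays open as well.

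CYP24A1 differed between arrays of 1 label by as much as between labels, with log2 intensities from 3.73 to 12.29. The slide is argued against, since the smallest range within a slide was 7.54, while the mean of the housekeeping genes, which ranged over 0.178, says nothing about a difference in overall signal between arrays, since RMA had equalized the arrays before. Mislabelled arrays are a candidate explanation. Over the genes of Additional file 7, 4 of the 12 arrays correlated best with the paper's profile of their own label. The correlation with that profile was −0.72 for control replicate 3, −0.67 for T replicate 1, −0.83 for 1,25(OH)2D3 replicate 3 and −0.91 for combination replicate 1. It was positive for the other arrays. Each array correlated with its best profile at 0.73 to 0.95. The study chose these genes on the same samples. Of the 4 labelled groups 0 had all 3 arrays on 1 profile. The higher values of CYP24A1 were all at positions 3 and 4 of the slides and the lower ones all at positions 1 and 2, whatever the label. This pattern, noticed after the values were seen, goes with mislabelled arrays, but an effect of the position itself was not tested. Which arrays carry a wrong label was not worked out, and a difference between cultures in their exposure to 1,25(OH)2D3 was not tested. RT-qPCR in the paper has CYP24A1 strongly induced by 1,25(OH)2D3 and hardly changed by T, which does not settle it.

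Other splits of the same arrays were counted for each comparison, the real one included. For 3 arrays against 3 the 10 splits are too few for a share under 0.05. The real value and the highest of the other splits were 0 and 0 genes for T against control (10 of 10 splits with a count as large), 0 and 0 for 1,25(OH)2D3 against control (10 of 10), 6 and 0 for the combination against control (1 of 10), 3 and 3 for the combination against T (2 of 10) and 0 and 0 for the combination against 1,25(OH)2D3 (10 of 10). For the gene lists they were 1 and 21 for T (9 of 10), 15 and 20 for 1,25(OH)2D3 (4 of 10) and 1 and 24 for the combination (8 of 10). Where the real count is 0, every split is as large and the share says nothing. The same holds for 100 regroupings of the 12 arrays, of which 100 gave as many genes as the real one for the interaction (real 0, highest other 2419), for any difference among the 4 groups (0 and 575) and for genes changed by both hormones (0 and 279). For genes changed only by the combination 2 of 100 did (real 6, highest other 1247). These free regroupings break up the slides and the passages. With every array kept on its slide 18 of the 96 regroupings gave as many (highest other 62), all of which leave at least 2 of the 3 arrays labelled control and of those labelled with the combination in place, and with every array kept in its passage 5 of 100 did (highest other 1752), so that chance cannot be excluded for that count. Regroupings that call 2419, 575, 279, 1247 or 1752 genes, or more than 20 lists, point to a structure of the samples that the labels do not follow.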

How the results depend on the processing

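Centring each array on its median was added after the data were seen, and the other alternatives were planned. Counts of 0 genes stayed at 0 under every alternative for T against control, the interaction and genes changed by both hormones, and for 1,25(OH)2D3 against control under all but 1 array left out (below). With the deposited table, all transcripts, no fold threshold, a 2-fold threshold or median centring the combination against control kept a count of 5 or 6. For the other counts the cause was not tested, except that blocks and the fit of only 2 groups leave fewer degrees of freedom.

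For the combination against control, and likewise for genes changed only by the combination, the count of 6 was 2 with the replicate block, 1 with no filter, 3 with the 40th percentile filter, and 0 with the slide as a block, with slide and replicate as blocks, with limma trend and robust, with only the 2 groups compared and by the study's one-way test. With additivity taken on the linear scale 2 of the 6 went further than the sum and 3 did not, and for MB21D2 the signal was too low to tell. For the combination against T the count of 3 was 1 with the 40th percentile filter and with trend and robust, and 0 with each of the blocks, no filter, all transcripts, only 2 groups and the one-way test. The combination against 1,25(OH)2D3 went from 0 to 1 with the 40th percentile filter and with trend and robust, and the test over the 4 groups from 0 to 1 with trend and robust. Lists called for T went from 1 to 19 with the slide, 22 with slide and replicate and 0 with median centring. Lists called for the combination went from 1 to 21 with the slide, 19 with slide and replicate and 0 with the replicate block or the 40th percentile filter. With the slide as a block, T and the combination reach control only through T replicate 1, which had a high CYP24A1, so those counts decide nothing. An estimated correlation and fry gave 0 lists for T, 1,25(OH)2D3 and the combination.

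Leaving out an array or a passage gave 0 to 0 genes for T, 0 to 1 for 1,25(OH)2D3, 0 to 12 for the combination and for genes changed only by it, 0 to 33 for the combination against T, 0 to 53 against 1,25(OH)2D3, 0 to 0 for the interaction and for both hormones, and 0 to 7 over the 4 groups. For the combination the count was 12 without passage 17, 9 without 1,25(OH)2D3 replicate 3, 2 without T replicate 3, 1 without T replicate 1 or 2 or 1,25(OH)2D3 replicate 1 or 2, and 0 without control replicate 1 or 2, any combination replicate, passage 15 or passage 16. Against T it was 33 without 1,25(OH)2D3 replicate 3, 10 without passage 17, 1 without combination replicate 1 and 0 without the other arrays and passages, except 4 without control replicate 3. Against 1,25(OH)2D3 it was 53 without 1,25(OH)2D3 replicate 3 and 36 without passage 17, and over the 4 groups 7 and 1. The 1 gene for 1,25(OH)2D3 came without control replicate 3. Lists ranged from 0 to 19 for T (0 without passage 16 or control replicate 2, 2 without T replicate 1 or 2, 4 without passage 15, 11 without control replicate 3, 15 without T replicate 3, 19 without passage 17), 1 to 19 for 1,25(OH)2D3 (1 without its replicate 1 or passage 15, 2 without control replicate 2, 3 without passage 16) and 0 to 14 for the combination (0 without control replicate 2, combination replicate 2 or 1,25(OH)2D3 replicate 3, 3 without passage 16, 5 without passage 17, 6 without control replicate 3, 13 without combination replicate 1, 14 without passage 15). The share with the paper's direction ranged from 11.5% to 99.2% in Additional file 6 and from 8.75% to 98.9% in Additional file 7, with the lowest without passage 16 and the highest without combination replicate 1. It was 43.4% and 38.0% without control replicate 2 and 32.5% and 28.9% without combination replicate 2. In the same way 0 to 1 labelled group was whole, and the difference by element ranged from −0.0125 to 0.0801 for the ARE, where the highest, without passage 15, passed the test the other way round, and from −0.0137 to 0.00908 for the VDRE.

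The median log2 fold changes of lists turned with single arrays and passages. For T they ranged from −1.17 to 0.34 for mitosis, from −0.82 to 0.32 for DNA replication and from −0.0195 to 1.13 for NF-kappaB and cytokine genes, with the first end of the division lists without passage 17 and the other without passage 15, where both lists passed the test the other way round, as DNA replication did without T replicate 1 (0.29). For the combination they ranged from −0.96 to 0.56 for mitosis, −0.72 to 0.48 for chromosome segregation, −0.58 to 0.44 for DNA replication and −0.0860 to 1.17 for NF-kappaB and cytokine genes, and the 3 division lists were higher and passed the test without passage 16. For 1,25(OH)2D3 mitosis, DNA replication, chromosome segregation and calcium handling kept their direction. Each label held arrays with high and with low CYP24A1, so leaving out an array changes the share of each kind in its group. Combination replicate 1 was the only combination array with a low CYP24A1, and T replicate 1 the only T array with a high one. Whether this lies behind the turns was not tested.

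With the slide as a block the shares were 99.2% and 99.2%. Of 8036 values of named genes under 24 alternatives, 7877 kept their side of the threshold, 7127 of them with their direction and 750 with the other sign, 158 no longer passed it, 1 now passed it and 0 called values changed direction. No background correction and median scaling in place of quantile normalization were not run, since the deposited values already include both steps. Low signal limits CYP24A1, whose lower values lay under the 20th percentile of their arrays, and the called genes MB21D2, GZMK and CLCNKA, under it on all 3 combination arrays, and TEX44, under it on 2.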

Differences from the paper's values

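Counts are at the thresholds of the study's methods. The paper gives 1127 genes that differ among the groups, 326 for T, 825 for 1,25(OH)2D3, 280 for both and 256 for the combination alone, and the counts here were 0, 0, 0, 0 and 6. By limma the unadjusted p was under 0.05 for 1474, 642 and 1106 genes in the first 3 tests, and the one-way test of the methods called 0 in each. None of the 26 to 28 alternatives set before the data were examined removed any of these 5 differences. All alternatives, here and for the fold changes below, kept the labels of the arrays, which the values of CYP24A1 go against. They could therefore not test whether wrong labels lie behind the differences. The largest counts reached were 7 over the 4 groups, 1 for 1,25(OH)2D3 and 12 for the combination alone.

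The other differences are in log2 fold changes against control, where the paper's are its fold changes in Additional file 6 put on the log2 scale. Of the 23 alternatives set before the data were examined, those named left no difference and the others did. For CYP24A1 the paper has 0.066 for T against −0.38 here, with none of the 23. It has 5.81 for 1,25(OH)2D3 against 2.22 (4.74 without control replicate 3, 4.81 without 1,25(OH)2D3 replicate 3, 7.32 without passage 17), and 5.81 for the combination against 2.23 (4.75 without control replicate 3, 4.49 without combination replicate 1). Arrays under the 20th percentile widen the spread of CYP24A1, so its values were set against the paper's by their ratio alone, a rule made after the comparison by spread had been seen, and with signal that low the values are not exact sizes.

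For TRPV6 the paper has 1.73 for 1,25(OH)2D3 against 0.57 (slide as a block, without control replicate 3, without 1,25(OH)2D3 replicate 3, without passage 17), and 1.59 for the combination against 0.49 (without control replicate 3, without combination replicate 1, without passage 15 or 17). For ITPR1 and T it has −0.15 against 0.19 (without control replicate 1, T replicate 1 or passage 15). ANXA2 in the combination is 3.84 in the paper and 1.23 here (without control replicate 3, combination replicate 1, passage 15 or passage 17), and S100A10 is 0.97 and 0.20 (without combination replicate 1 or 3 or passage 15). PLCD3 is 0.39 in the paper and −0.043 here for T (slide as a block, slide and replicate as blocks, without control replicate 3, T replicate 2, T replicate 3 or passage 17), 0.80 and 0.11 for 1,25(OH)2D3 (slide as a block, without passage 17) and 1.12 and 0.0028 for the combination (slide as a block). CACNG4 in the combination is 1.59 in the paper and 0.24 here (without combination replicate 1), CCNA2 is −2.93 and −0.55 (slide as a block) and CDC20 −1.72 and −0.25 (none of the 23). RGS11 is −3.64 in the paper and 0.26 here for T (none of the 23), and 0.12 and 0.44 for 1,25(OH)2D3 (slide as a block, without 1,25(OH)2D3 replicate 3). Fits with the slide as a block reach control only through T replicate 1, which had a high CYP24A1. For the combination they also pass through 1,25(OH)2D3 replicate 3, which had a low one. A difference that goes away with the slide as a block therefore decides nothing.

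The paper states that the arrays group tightly by treatment, and here none of the 4 labelled groups was whole in a cluster. The paper has the combination changing gene sets further than 1,25(OH)2D3 alone, and here the median log2 fold change was −0.39 for mitosis and 0.24 for calcium handling in the combination against −0.58 and 0.35 for 1,25(OH)2D3. Without combination replicate 1 they were −0.96 and 0.45 in the combination, which is the paper's order, as are −0.39 and 0.24 against −0.23 and 0.22 without 1,25(OH)2D3 replicate 1. With the slide as a block they were −3.23 and 1.34 against −2.96 and 1.14. That order decides nothing, since the 2 labels met only on slide 3, with 1 array labelled 1,25(OH)2D3. That array was among those with the lower CYP24A1. The paper has genes of phosphoinositide signalling lower with 1,25(OH)2D3 and with the combination, and here 18 and 17 of the 27 genes of the list used had positive log2 fold changes, with medians of 0.11 and 0.06, and TOP2A had −0.80 and −0.43, none of them called. The direction of the listed genes mostly went the paper's way, with 98.0% of Additional file 6 for 1,25(OH)2D3, 77.0% for T and 81.0% for the combination, a match that was not specific to the label, since 98.2% of the signs for 1,25(OH)2D3 were those of the paper's combination. For genes that lack elements the paper gives a share in its results that lies between the 39.4% of Additional file 6 with no listed element and the 88.3% lacking an ARE or every kind of VDRE, and another in its discussion, for genes with neither element, that is close to the 39.4%.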

Other observations

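All tests in this part other than the comparisons and lists were chosen after the data were seen. Groups are named by the labels of the arrays, and lists were tested with camera of limma at a preset correlation.

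For 1,25(OH)2D3 against control 15 of the 37 lists were called. None of the 15 calls held with an estimated correlation (adjusted p = 0.751 with an estimated correlation), and fry called none. Besides mitosis, DNA replication, chromosome segregation and calcium handling, NF-kappaB and cytokine genes were higher (18 of 19 genes positive, median log2 fold change 0.86, adjusted p = 6.46e-05 from limma). DNA repair was lower (33 of 37 genes negative, median −0.31, adjusted p = 0.00244), as were E2F and cell cycle transcription factors (16 of 18, −0.33, 0.00979) and steroid receptors and coregulators (12 of 17, −0.08, 0.0345). Higher were basal and squamous epithelial genes (14 of 16, 0.49, 0.00701), androgen-induced genes (29 of 34, 0.16, 0.00979), fatty acid synthesis (15 of 17, 0.11, 0.0122), ion transport (20 of 23, 0.29, 0.0156), immediate early genes (16 of 20, 0.32, 0.0186), immune cell genes (11 of 12, 0.24, 0.0194) and cholesterol synthesis (20 of 24, 0.13, 0.0328). Additional file 6 holds 26 of the genes of DNA repair, 21 of ion transport, 11 of E2F, 9 each of the basal, androgen-induced and immediate early lists, 5 of cholesterol synthesis, 3 of fatty acid synthesis, 2 of the immune cell genes and none of the steroid receptors.

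The remaining lists were not called for 1,25(OH)2D3. Their adjusted p was 0.0602 for interferon response, 0.157 for neuroendocrine genes, 0.179 for vitamin D receptor target genes (24 of 31 positive, median 0.17), 0.202 for androgen-repressed genes, 0.268 for ribosomal proteins and for fibroblast and smooth muscle genes, 0.371 for luminal epithelial genes, 0.471 for angiogenesis, 0.678 for histone genes and for CDK inhibitors and growth arrest, 0.687 for fatty acid oxidation, 0.760 for unfolded protein response, 0.772 for p53 target genes, 0.803 for endothelial genes and for glucuronidation, 0.834 for apoptosis regulators, 0.843 for the genes the paper names and 0.961 for housekeeping genes and for hypoxia and glycolysis. For T and for the combination each of these lists and of those in the paragraph above had an adjusted p of 0.128 or more and of 0.283 or more, apart from NF-kappaB and cytokine genes. Androgen-induced genes had a median of 0.03 for T (21 of 34 positive) and 0.04 for the combination (21 of 34). When adjusted over the list alone, 1 angiogenesis gene was lower for 1,25(OH)2D3 and for the combination, and 1 gene each of the immediate early, neuroendocrine and vitamin D receptor target lists was higher for the combination, while 2 genes of glucuronidation and 1 of the steroid receptors were lower in the combination than with T, and 1 immune cell gene had a negative interaction term. The median, the mean and the test differed in sign for endothelial, glucuronidation, housekeeping, luminal, p53 and vitamin D receptor target genes for T, for CDK inhibitors, glucuronidation, housekeeping, unfolded protein response and apoptosis genes for 1,25(OH)2D3, and for angiogenesis, CDK inhibitors, endothelial, housekeeping, luminal and unfolded protein response genes for the combination.

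The genes the paper measured by RT-qPCR were not called on the arrays. AR had log2 fold changes of −0.24 for T, 0.11 for 1,25(OH)2D3 and −0.01 for the combination (standard error 0.26), VDR 0.06, −0.06 and 0.11 (standard error 0.17) and TMPRSS2 −0.06, 0.14 and −0.10 (standard error 0.29). The cell cycle genes CCNB2 and GMNN had −0.41, −0.78 and −0.54 (standard error 0.77) and −0.35, −0.52 and −0.28 (standard error 0.45).

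Each array has a position on its slide. Each of the 2 clusters of arrays held all the arrays of 2 of the 4 positions, so that 4 of 4 positions were whole, against 0 labelled groups, 0 slides and 0 passages. Across genes, the 12 pairs of arrays that share a position had a median correlation of 0.252 and the other 54 pairs one of −0.209. Gene expression was also compared between positions while the data were explored. Those comparisons were set aside and none is reported, since position separates the arrays as CYP24A1 does, and no array was given another label.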
